# Profiling mouse cochlear cell maturation using 10× Genomics single-cell transcriptomics

**DOI:** 10.3389/fncel.2022.962106

**Published:** 2022-08-18

**Authors:** Zhenhang Xu, Shu Tu, Caroline Pass, Yan Zhang, Huizhan Liu, Jack Diers, Yusi Fu, David Z. Z. He, Jian Zuo

**Keywords:** scRNA-seq, transcriptome, cochlear cells, hair cell, cochlear maturation, lncRNA, C57B/L6 mouse

## Abstract

Juvenile and mature mouse cochleae contain various low-abundant, vulnerable sensory epithelial cells embedded in the calcified temporal bone, making it challenging to profile the dynamic transcriptome changes of these cells during maturation at the single-cell level. Here we performed the 10x Genomics single-cell RNA sequencing (scRNA-seq) of mouse cochleae at postnatal days 14 (P14) and 28. We attained the transcriptomes of multiple cell types, including hair cells, supporting cells, spiral ganglia, stria fibrocytes, and immune cells. Our hair cell scRNA-seq datasets are consistent with published transcripts from bulk RNA-seq. We also mapped known deafness genes to corresponding cochlear cell types. Importantly, pseudotime trajectory analysis revealed that inner hair cell maturation peaks at P14 while outer hair cells continue development until P28. We further identified and confirmed a long non-coding RNA gene *Miat* to be expressed during maturation in cochlear hair cells and spiral ganglia neurons, and *Pcp4* to be expressed during maturation in cochlear hair cells. Our transcriptomes of juvenile and mature mouse cochlear cells provide the sequel to those previously published at late embryonic and early postnatal ages and will be valuable resources to investigate cochlear maturation at the single-cell resolution.

## Introduction

The vertebrate inner ear comprises auditory and vestibular sensory end organs responsible for hearing and balance, respectively. The perception of sound is mediated by the sensory epithelium located in the cochlea. Previous studies have shed light on the development of cochlear epithelia at embryonic and early postnatal ages in mice (Kolla et al., 2020). However, cochlear development does not stop at postnatal day 7 (P7) but continues in mice after calcification of the temporal bone when hearing sensitivity improves gradually from P14 to P21 (Lim and Anniko, 1985). Additionally, many non-syndromic hearing losses are progressive during cochlear maturation (Zhang et al., 2020), thus highlighting the significance of understanding the molecular dynamics of cochlear maturation at the single-cell level.

In contrast to ∼100 million photoreceptors (i.e., rods and cones) in the retina, the mouse cochlea contains only ∼700 inner hair cells (IHCs) and ∼2,000 outer hair cells (OHCs) (Ehret and Frankenreiter, 1977), the two types of sensory hair cells (HCs). Moreover, these sensory epithelial cells are extremely vulnerable during isolation, especially considering they are embedded in a calcified temporal bone at juvenile and mature ages. These constraints pose a significant challenge in dissecting cochlear cells during the maturation processes at the molecular level.

Next-generation RNA-sequencing (RNA-seq) has been powerful to evaluate the expression dynamics of critical genes in various vulnerable-low-abundance cochlear cell types (Yan et al., 2013; Slatko et al., 2018). However, such studies are mainly based on dissociated pooled cochlear cells, such as IHCs, OHCs, supporting cells, spiral ganglion neurons (SGNs), and striatal cells (Scheffer et al., 2015; Tang et al., 2020). Fluorescence-activated cell sorting (FACS) or manual cell sorting is often performed to enrich and isolate individual cells based on fluorescence labeling or morphological characteristics (Rueda et al., 2019; West et al., 2022). Recently, transgenic RiboTag mice were successfully used to purify RNAs from specific cochlear cell types (Milon et al., 2021). The limitations of these enrichment approaches are that they usually require large numbers of input cells, well-characterized transgenic mouse drivers, and prolonged cell preparation (Paul and Huang, 2018).

In contrast, unbiased single-cell (sc)RNA-seq without utilizing FACS or manual sorting has been successfully performed on embryonic and early postnatal inner ears to elucidate the developmental transcriptomics of various cochlear epithelial cell types (Kolla et al., 2020). Such an approach can profile transcriptomes of all distinct cell types, further revealing heterogeneity within the same cell type, and allowing multi-time point trajectory analysis to dissect molecular dynamics of developmental processes of individual cells. However, only one study has reported scRNA-seq using the 10x Genomics platform after calcification of the temporal bone (P7-10 in mice) (Yamashita et al., 2018). Single nuclear (sn)RNA-seq using the 10x Genomics platform has been conducted in mature mouse cochleae (Korrapati et al., 2019; Renthal et al., 2019); however, this method, in theory, will not identify cytoplasmic transcripts (Grindberg et al., 2013).

Here we describe an efficient unbiased scRNA-seq experimental procedure using the 10x Genomics platform, applicable for the cochlear sensory epithelia from juvenile and mature mice. We successfully sequenced mouse cochlear cells at multiple ages after ossification of the temporal bone and obtained the transcriptome profiles of various cell types in the cochlea. Furthermore, we elucidated the transcriptomic changes of HCs during maturation from P7 to P28 and identified the dynamic expression pattern of one novel HC and SGN marker gene, *Miat*. Our results can be considered a sequel to similar studies of cochlear sensory epithelia from late embryonic and early postnatal mouse ages (Kolla et al., 2020).

## Materials and methods

### Animals

All C57BL/6J males and females were purchased from The Jackson Laboratory (Stock #000664). Breeding pairs were set up to obtain P14 and P28 mice. Same-sex litter mates were housed together in individually ventilated cages with 4–5 mice per cage in the Animal Resource Facility of Creighton University. All mice were maintained on a regular diurnal lighting cycle (12:12 light: dark) with ad libitum access to food and water. Environmental enrichment included nesting material and PVC pipe. The procedures were approved by the Institutional Animal Care and Use Committee at Creighton University. All mice were euthanized between 10 a.m to 12 p.m for the scRNA-seq experiment and RNA scope.

### Sample preparation and cochlear cell dissociation

Carbon dioxide euthanasia was performed on mice of all ages, and cochleae were dissected immediately afterwards and transferred into the iced DMEM/F12 (Gibco; #11320033) media in a 50 mm × 9 mm Petri Dish (Falcon; #351006). Forceps were used to remove the bony cochlear wall to expose the sensory epithelium entwining around the modiolus, hold the end of the coiled epithelial tissue and finally isolate the tissue gently. Part of the basal turn basilar membrane epithelial cells were either removed together with the bony cochlear wall or damaged by the forceps, so the epithelial cells we got were primarily from the upper basal (mid-cochlear) to apical turns. The cochlear tissue collected includes not only the whole sensory epithelial with the most critical component, the organ of Corti (OC), but also stria cells, Reissner’s membrane, SGNs, and other cell types (Figure 1B). Microdissection of 14 cochlear tissues from 7 mice was completed in less than 15 min from the time of euthanasia, and the cooperation of multiple personnel with experienced dissection skills was essential to minimize the dissection time. The tissues were then transferred into a single 1.5 ml tube using a trimmed 200 μl tip and incubated in 400 μl DMEM/F-12 media with 1 mg/ml Collagenase IV (Gibco; #17104019) for 10 min at room temperature (RT). At the end of incubation, collagenase was inactivated by adding an equal volume of DMEM/F-12 media with 10% fetal bovine serum (FBS). Tissues were then gently triturated with a trimmed 200 μl pipette to dissociate cells; after transferring half of the media to a new tube, tissues were then triturated with a new 200 μl pipette to further dissociate the tightly connected cells. All dissociated cells were passed through multiple 40 μm strainers, pelleted at 300 g for 5 min, and then extra media were removed to maintain only around 50 μl in final volume. Each sample preparation took less than one hour from euthanasia prior to the GEM generation and barcoding on the 10× Genomics Chromium Controller, and it was critical that tissues and cell solution were always kept on ice. A total of 7 and 14 mice were used for P14 and P28 scRNA-seq, respectively and two biological replicates (7 mice each) were used for P28 scRNA-seq.

**FIGURE 1:**
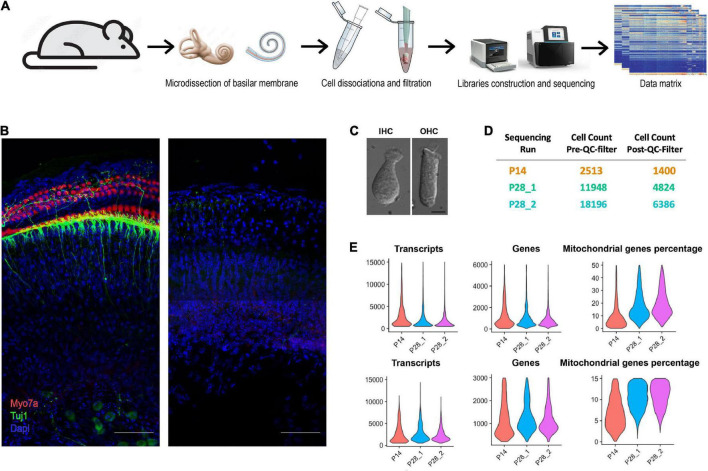
Workflow of ScRNA-seq analysis of cochlear cells. **(A)** Schematic diagram showing the procedure for cochlear cell scRNA-seq. **(B)** Isolated cochlear tissue before and after cell dissociation at P28. Scale bar = 50 μm. **(C)** Dissociated cochlear IHCs and OHCs at P28. Scale bar = 10 μm. **(D)** Cell number of each sequencing run before and after the QC filter. **(E)** Violin plots show the distribution of transcripts, genes, and the percentage of mitochondrial genes per cell for all scRNA-seq data.

### Library preparation and sequencing

Following the manufacturer’s recommendations, the emulsion droplets were constructed using a 10× Genomics Controller device. Library preparation was performed according to the instructions in the 10× Genomics Chromium Single Cell 3′ Reagent Kits V3.1. Quality control was performed for each individual cDNA library in an Agilent 2100 Bioanalyzer using a High Sensitivity DNA Kit (Agilent Technologies). All cDNA libraries were pooled for sequencing in an Illumina NextSeq 6000 sequencer aiming for 240 billion 150 bp long paired-end reads.

### Pre-processing of scRNA-seq data

Cell Ranger output data was processed using the Seurat package (version 4.0.4)^1^ in R software (version 4.1.0) for each scRNA-seq sample. Genes in at least three cells were included in the analysis; we filtered out the cells with numbers of expressed genes <200 or >3,000 and the cells with numbers of unique molecular identifiers (UMI) > 15,000. Cells with >15% mitochondrial genes were also excluded from the analysis.

### Data analysis

The Seurat objects were processed with the “Read10×” function, and the gene expression data from individual samples were converted into a natural logarithm and normalized under the same condition. The top 2,000 highly variable genes (HVGs) from the normalized expression matrix were identified for further principal component analysis (PCA). The integrated scRNA-seq data assay was created following the Seurat integration procedure. The clustering analysis was performed based on the individual data (P14) or integrated joint data (P7, P28). We then visualized the cell clusters on the 2D map produced with the t-SNE or UMAP method. Clusters were primarily annotated using SingleR^2^ for a reference-based scRNA-seq cluster annotation; differentially expressed genes (DEGs) with high discrimination abilities were then identified with the FindAllMarkers function. The cluster annotation correction was performed based on DEGs and the well-known cellular markers for cochlear cells (Table 1). For sub-clustering analysis of all HCs, similar procedures including variable genes identification, dimension reduction, and clustering identification were applied. The cluster-specific overrepresented Gene Set Enrichment Analysis (GSEA) biological process analysis was performed using the clusterProfiler package (version 4.0.5)^3^ based on the DEGs in the specific cell cluster compared to other remaining clusters in each dataset.

**TABLE 1:** Gene symbols for clustering annotation.

Cell type	Marker genes
OHC	*Myo6*, *Slc26a5*, Ocm (Self et al., 1999; Yu and Tang, 2008; Simmons et al., 2010)
IHC	*Myo6*, *Slc17a8*, *Otof* (Roux et al., 2006, 2009; Seal et al., 2008)
Spiral ganglion neuron	*Tubb3*, *Nefh* (Barclay et al., 2011; Locher et al., 2013)
Microglia	*Cx3cr1* (Jurga et al., 2020)
IPhC/IB/DC/PC/HeC	*Sox2* (Hume et al., 2007)
IPh/IB/Spiral ligament (SLg)	*Slc1a3* (Jin et al., 2003; Glowatzki et al., 2006; Udagawa et al., 2021)
Schwann cell	*Mpz*, *Mbp* (Kim et al., 2017)
Schwann cell (SC)/Satellite glial cell (SGC)	*Plp1* (Wan and Corfas, 2017)
Outer sulcus cell (OSC)/Inner sulcus cell (ISC)/DC/PC	*Gjb2* (Crispino et al., 2011)
Inner sulcus cell (ISC)/Hensen cell (HeC)/IPhc/IB	*Gata3* (Nishimura et al., 2017; Walters et al., 2017)
Reissner’s membrane (RM)	*Vmo1* (Peters et al., 2007)
Tympanic border cell (TBC)	*Emilin2* (Amma et al., 2003)
Spiral limbus (SLb) /Spiral ligament (SLg)	*Coch* (Robertson et al., 2001)
Marginal cell (MC)	*Kcnq1, Kcne1* (Tian and Johnson, 2020; Milon et al., 2021)
Intermediate cell (IC)	*Dct, Met* (Tian and Johnson, 2020; Milon et al., 2021)
Spindle cell/Root cell (SpC/RC)	*Slc26a4* (Milon et al., 2021)
Basal cell (BaC)	*Cldn11* (Milon et al., 2021)
Macrophage	*Cx3cr1* (Kaur et al., 2015; Rai et al., 2020)
B cell	*Cd79a* (Browne et al., 2003; Rai et al., 2020)
T cell	*Cd3g*, *Cd4* (Hong et al., 2011)
Granulocyte	*Itgam* (Fernekorn et al., 2007)

### Comparison of transcriptomes with previous publications

The adult HC bulk RNA-seq data from Li et al. (2018) were compared to our P28 HC scRNA-seq data, and the expression levels of all genes in both datasets were normalized using the same algorithm log1p which returns log (1+number). The expression levels of all shared genes were then mapped onto the scatter plots.

### Cellular localization of hearing loss genes

The hearing loss gene list was acquired from Kolla et al.’s (2020) previous publication to compare the cellular localization of the same genes from P7, P14 to P28. The cellular localization of hearing loss genes at P7 was directly acquired from Kolla et al.’s (2020) publication without any modification. The expression levels of all hearing loss genes at P14 and P28 were normalized based on z-score and then visualized in the heatmap. The analysis for each age was all done independently to avoid any interference among different datasets.

### Monocle trajectory analysis

Monocle2^4^ was used to perform the trajectory analyses and pseudotime heatmap. HCs were extracted from the preprocessed Seurat objects and then imported into the Monocle2. Only genes with mean expression ≥ 0.1 were used in the analysis. The reduceDimension function used the parameters method = “DDRTree” and max components = 3. Cell trajectory was captured using the orderCells function to arrange cells along the pseudotime. DEGs with the most predominant changes along with the pseudotime were calculated by comparing the transcriptome of HCs at one age to the other two ages. HC marker genes or DEGs at different ages were visualized with the plot_pseudotime_heatmap function; all genes were clustered into three subgroups based on their expression patterns.

### Localization of gene expression by RNAScope *in situ* hybridization and immunostaining

Cochleae from C57/BL6 mice of both sexes were collected and fixed in fresh 4% paraformaldehyde in PBS overnight at 4°C; samples were decalcified using 120 mM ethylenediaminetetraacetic acid (EDTA) for 2–3 days and pretreated according to the Advanced Cell Diagnostics (ACD) protocol for formalin-fixed paraffin-embedded tissue. *Miat* probe (#432521) and the RNAscope^®^ 2.5 HD Detection Reagents-RED (#322360) were ordered from ACD. Manufacture’s instruction and Liu et al.’s (2022) protocol were followed for the RNAscope. The following antibodies were used for immunostaining: Pcp4 (1:200, #HPA005792, Prestige Antibodies), goat anti-rabbit secondary antibody (1:800, #A-11011, Invitrogen). DAPI (40,6-diamidino-2-phenylindole) (1:1,000, #D1306, Invitrogen) was used to counterstain the nucleus. The samples were blocked at RT for 2 h in 0.2% Triton X-100 and 10% (v/v) heat-inactivated goat serum in PBS and then incubated with the primary antibodies overnight and corresponding secondary antibodies for 2 h at RT. All images were obtained on a Zeiss LSM 700 confocal microscope using the Z-stack with the same parameters.

## Result

### Implementation of the unbiased single-cell RNA seq experiment to P14 and P28 mouse cochleae

The hearing field has seen a rapid rise in scRNA-seq studies. In particular, unbiased scRNA-seq experiment has been successfully performed in neonatal mice before P7 prior to the calcification of the temporal bone (Kolla et al., 2020) and for P12, P26, and P33 mice with only a few endogenous HCs and SGNs sequenced (Yamashita et al., 2018). There is an urgent need to develop an available unbiased scRNA-seq experimental protocol for the calcified inner ear for our understanding of cochlear maturation at the single cell level.

We learned several crucial factors for successfully conducting the unbiased scRNA-seq experiments. First, minimizing the time of dissociating cochlear cells is essential for maintaining optimal cell viability and reducing the differences in dissociated cells across time points. The microdissection of the cochleae in our studies was performed by two experienced cochlear dissection experts. Second, instead of enzymatically lyzing the cochlear tissues with a strong enzyme (trypsin IV et al.) (Burns et al., 2015) or incubating the tissue with a set of mild enzymes for hours (Milon et al., 2021), we used collagenase IV for incubation of just 10 min at room temperature (RT), to loosen the connection among different cochlear cells. Tissues were then triturated using 200 μl tips, and trituration should be gentle for the first time and intense for the second time after removing half of the cell solution to a new tube. Most of the critical types of cochlear cells (including HCs and SGNs) are all located on the surface of the tissue; the cochlear tissue after the cell dissociation procedure in Figure 1B showed no Myosin7a or Tuj1 staining, indicating that the sensory epithelial cells were all dissociated. We examined the HCs 20 min after the dissociation under confocal microscopy, and all HCs showed normal morphology (Figure 1C). The cell solutions were used for the cDNA library construction 15 min after the cell dissociation.

We performed unbiased scRNA-seq at P14 and P28; there were two biological replicates at P28. 

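Each library came from cells loaded on the 10x Chromium system (3′ kit v3.1). In it each cell shares a droplet with 1 barcoded bead, and the 3′ ends of its polyadenylated RNA are counted by unique molecular identifiers (UMIs), so that 1 UMI stands for 1 captured RNA molecule. There was 1 library at P14 and there were 2 at P28 (replicates 1 and 2), and the re-analysis began from the raw UMI counts per gene in the barcodes that Cell Ranger had called as cells. The P14 library held 10125255 UMIs in 2513 barcodes, P28 replicate 1 held 35485894 UMIs in 11948 barcodes and P28 replicate 2 held 37530956 UMIs in 18196 barcodes. Cells with 200 to 3000 genes, at most 15000 UMIs and at most 15% mitochondrial UMIs were kept, as in the methods, and no cell was removed as a doublet. The P14 cells, and the integrated cells of the P28 libraries, were clustered in Seurat on 2000 variable genes with 30 principal components and a resolution of 1. The paper's text states neither of these last 2 settings. The 43 genes that the paper names in its results were taken out of the variable genes, so that the clusters were not built on the genes reported from them. A cluster was named after a cell type, with the ending "-like", by a fixed list of marker genes for 23 types that drew on Table 1. These names rest on rebuilt clusters, so a difference from the article can come from the naming of cells as well as from their RNA. Levels are the UMIs of a gene summed over the cells of a class in 1 library, scaled to a common total (CPM). Brackets give exact Poisson intervals for sums and exact binomial intervals for shares of cells, both at 95% and covering counting error only, with an upper limit of 3.69 counts for a count of 0. Classes were compared by edgeR's quasi-likelihood test on these sums, with 1 sum per class and library and, where all 3 libraries were compared, a term for the library. With 1 library at P14, a difference between P14 and P28 has no replicate check and was not tested. A P14 level is said to lie outside the P28 libraries only where its interval overlapped neither of theirs, and P28 levels are the mean ± SD of the 2 libraries.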

For each sample, we used 7 mice and 14 ears. 

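Among all called barcodes, 16909 genes had a UMI in 3 or more barcodes of the P14 library. The numbers were 18439 in P28 replicate 1 and 18551 in P28 replicate 2. The genes of the P28 libraries overlapped in large part: 17936 were found in both and 19054 in at least 1 of them. Of the genes found at P14, 16711 were also found in at least 1 P28 library.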

After the quality control (QC) filter, We obtained 16,909 sequenced genes at P14 and 19,054 sequenced genes for each biological replicate at P28. Transcriptomes of 1,400 cells were recovered at P14, and 4,824, 6,386 cells were recovered for the two biological replicates at P28 (Figure 1D). 

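With the limits of 3000 genes, 15000 UMIs and 15% mitochondrial UMIs taken as inclusive, 1401 P14 barcodes passed (55.8%), against 4827 (40.4%) and 6391 (35.1%) in the P28 libraries. When cells exactly at a limit were left out, a reading chosen after the first counts were seen, 1400, 4824 and 6386 cells remained. Of the alternatives tried, a mitochondrial limit of 30% moved these numbers most, to 1744, 8793 and 13427 cells. The cells that passed held 3730393 UMIs at P14 and 13043924 and 15225047 UMIs at P28.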

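The cells that passed had a median of 1909 UMIs (quartiles 977 and 3734) and 983 genes (566 and 1688) at P14. In P28 replicate 1 the medians were 2089 UMIs (1359.5 and 3604) and 1110.0 genes (791.5 and 1687), and in P28 replicate 2 they were 1859 UMIs (1311.5 and 3074) and 1001 genes (748.5 and 1507). Median mitochondrial shares were 6.37% at P14 and 10.4% and 11.1% at P28. Before the filter the libraries differed more, since 19.8% of P14 barcodes exceeded the mitochondrial limit against 50.1% and 59.2% at P28. More than 3000 genes were found in 286 barcodes at P14 and in 961 and 711 at P28, and these were also removed.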

The number of transcripts, genes, and ratio of mitochondrial genes in each cell were all satisfactory (Figure 1E).

### Characterization of cell types in the juvenile and mature cochlea

After filtering out low-quality cells, we used nearest-neighbor unsupervised clustering to identify and visualize cell populations using the t-distributed stochastic neighbor embedding (t-SNE) plots based on expression patterns (Supplementary Figures 1A,B). Clusters were annotated with SingleR.^5^ The SingleR annotation was further corrected based on the top differentially expressed genes (DEGs) for each cluster (Supplementary Data 1) and representative known marker genes for different cell types in the cochlea (Table 1). Cell types were identified (Figures 2A1,B1 and Supplementary Figures 1C,D), and the expression of representative canonical marker genes was shown (Figures 2A2,B2). 

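Clustering gave 17 clusters at P14 and 29 at P28, of which 13 and 25 could be named. At P14, 48 cells were IHC-like and 183 were OHC-like. The OHC-like cells at P14 came from a cluster of 151 cells and a smaller one of 32. The small cluster carried the OHC markers but was led by *Gm42702* and *Miat*, and *Malat1* alone took 17.5% of its UMIs. At P28, 63 cells were IHC-like (42 from replicate 1 and 21 from replicate 2), 494 were OHC-like (261 and 233) and 228 were SGN-like (161 and 67). SGN-like cells also fell into 2 clusters, of which the smaller (45 cells) was rich in *Malat1* and poor in ribosomal protein UMIs. Both limits on cells moved these numbers. With 6000 genes allowed, 172 IHC-like, 626 OHC-like and 423 SGN-like cells were found at P28, and with 30% mitochondrial UMIs allowed 112, 894 and 419.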

We identified 48 IHCs and 183 OHCs at P14, 65 IHCs and 564 OHCs at P28, and 183 SGNs at P28, which provided a strong foundation for our downstream analysis of HCs. In addition, we identified other cell types of the cochlea: inner phalangeal cells (IPhCs), inner border cells (IBs), Deiters’ cells (DCs), pillar cells (PCs), Hensen’s cells (HeCs), inner and outer sulcus cells (ISCs, OSCs), Reissner’s membrane cells (RMs), tympanic border cells (TBCs) underneath the basilar membrane, macrophages (MPs), Schwann cells (SCs), satellite glial cells (SGCs), Spindle cells(SpCs), Root cells (RCs), Marginal cells (MCs), Basal cells (BaCs), Intermediate cells (ICs), B cells (BCs), and red blood cell (RBCs). 

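Among the other classes at P28, 1831 cells were TBC-like, 1599 ISC/HeC/OSC-like, 837 RM-like, 562 IPhC/IB-like, 536 pericyte-like, 504 macrophage-like and 105 DC/PC-like. A further 908 cells were named as fibrocyte-like cells with *Coch*, 247 as red blood cell-like, 196 as fibroblast-like, 156 as intermediate cell-like, 137 as SpC/RC-like and 111 as SC/SGC-like. Marginal cell-like (21) and bone cell-like cells (33) were few. Of the marginal cell-like cells all lay in replicate 2, as did 152 of the intermediate cell-like and 31 of the bone cell-like cells. An unnamed cluster of 137 cells at P28 was led by *Igkc*, *Vpreb3*, *Ly6d*, *Plac8* and *Cd79a* and carried markers of both B cells and granulocytes, so no cluster at P28 was named as either, and no cluster at either age as basal cell-like, T cell-like or endothelial cell-like.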

We listed top marker genes for each cell type we identified (Supplementary Figures 1E,F). 

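IHC-like cells made up 3.43% of the cells at P14 and 0.562% at P28, and OHC-like cells 13.1% and 4.40%. SGN-like cells made up 2.03% at P28. The clusters left without a name held 310 cells at P14 (22.1%) and 2650 at P28 (23.6%). B cell-like cells were 65 at P14 (4.64%) and TBC-like cells rose from 58 (4.14%) to 16.3% of all cells. The share of a class depends on which cells survived dissociation and the filters, and P14 was sequenced once, so these shares describe the libraries.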

The cell-type compositions and numbers of cells for two ages were shown (Figure 2C).

**FIGURE 2:**
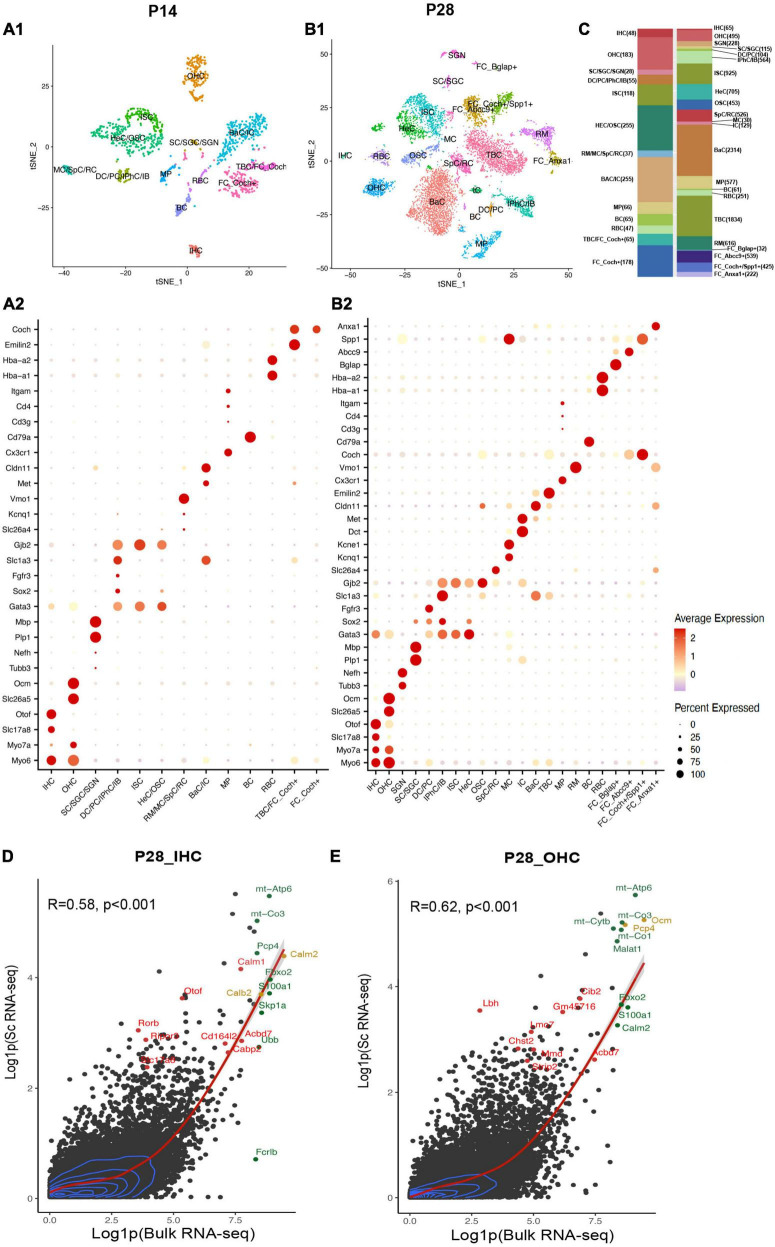
Single-cell transcriptional atlas of cochlear cells and comparison between scRNA-seq and bulk RNA-seq data. **(A1,B1)** tSNE plot of distinct cell types detected in C57/BL6 mice cochleae at P14 and P28. **(A2,B2)** Dot plot heatmap of average expression and cellular detection rate of representative canonical marker genes across different types of cells. **(C)** Relative proportion and numbers of cells of each cell type across two ages. Distinct cell types within the cochlea are color coded. **(D,E)** Scatter plot of the average expression level of IHC and OHC common genes in scRNA-seq and bulk RNA-seq data. The corrections of expression between two datasets are labeled with the red regression lines, and 2D density estimation was labeled with blue curves. The top 10 highly expressed genes in bulk RNA-seq data were labeled in green, the top 10 HC marker genes were labeled in red, and the overlapped genes were labeled in yellow. R, correlation coefficient. IHC, inner hair cell; OHC, outer hair cell; SGN, spiral ganglion neuron; SC, Schwann cell; SGC, satellite glial cell; DC, deiters’ cell; PC, pillar cell; IPhC, inner phalangeal cell; IB, inner border cell; ISC/OSC, inner/Outer sulcus cell; HeC, Hensen’s cell; SpC, spindle cell; RC, root cell; MC, marginal cell; IC, intermediate cell; BaC, basal cell; TBC, tympanic border cell; MP, macrophage; RM, Reissner’s membrane; BC, B cell; RBC, red blood cell; FC, fibroblast cell.

### Comparison of our scRNA-seq data to published bulk RNA-seq data

Bulk RNA-seq with a large quantity of cells as input has been utilized broadly in the hearing field, among which HCs appear most difficult to obtain (Li et al., 2020). Li et al. (2018) have reported bulk RNA-seq data of manually sorted IHCs and OHCs from mice between P25 to P30. To allow for comparison of our scRNA-seq results with published bulk RNA-seq datasets, we aggregated and normalized the expression of all genes in HCs in our P28 unbiased scRNA-seq dataset and Li et al.’s (2018) bulk RNA-seq dataset from P25-30 mice.

For scRNA-seq data, the raw RNA counts were processed with the AverageExpression () and log1p () function, which allow us to get one average expression level of each gene in all 64 IHCs or 494 OHCs. 

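In the P28 libraries the 63 cells named IHC-like here held 149334 UMIs and the 494 named OHC-like held 2188040 UMIs, so the 2 averages rest on very different depths. The median IHC-like cell had 1478 UMIs and the median OHC-like cell 4586 UMIs.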

Genes with average expression levels from this method were regarded as expressed in IHCs/OHCs (Supplementary Data 2). The bulk RNA-seq data were also processed with the log1p () function. 17,621 and 18,894 genes were detected in bulk RNA-seq data for IHCs and OHCs, respectively. 

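Counting every gene with at least 1 UMI in any cell of the class at P28, 11125 genes were detected in IHC-like cells and 15149 in OHC-like cells. By library the numbers were 9905 and 8926 in IHC-like and 13899 and 14044 in OHC-like cells. Per cell, the medians were 943 and 2169.5 genes. At P14, 8332 and 12516 genes were detected. With up to 6000 genes allowed per cell, the alternative that changed the difference most while keeping all UMIs, IHC-like cells had 1831 fewer genes than OHC-like cells, against 4024 fewer with the paper's limit.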

Our scRNA-seq detected 11,132 and 15,007 genes for IHCs and OHCs, respectively. 

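The comparison of IHCs and OHCs by genes detected was repeated with equal numbers of cells, each thinned at random to 1000 UMIs. With 45 P28 cells of each class, 8205 genes were detected in IHC-like cells and 7507.89 on average in OHC-like cells (SD 77.4 over 200 draws of OHC-like cells, range 7330 to 7818). More genes were thus found in IHC-like cells, and 0 of the 200 draws went the other way. The order was the same in each P28 library, with 6844 against 6156.99 genes for 28 cells in replicate 1 and 5304 against 4935.02 for 17 cells in replicate 2. At P14, with 19 cells, the classes were close, at 4970 and 4928.21 genes, and OHC-like cells had more in 39 draws. The paper states that OHCs had more genes detected, in the bulk data as well as in its own, and the bulk data were not analysed here. In these libraries that order held for the cells as sequenced and not at equal cells and UMIs.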

Bulk and scRNA-seq data both revealed OHCs to have more gene detection compared to IHCs. Most of the genes were expressed at a relatively low level in HCs for both datasets (Figures 2D,E). 

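At P28, 9063 of the genes detected in IHC-like cells (81.5%) and 13404 of those in OHC-like cells (88.5%) lay below 100 CPM. Median levels were 33.5 and 15.1 CPM, and 85 and 97 genes reached 1000 CPM. The 10 most abundant genes took 12.6% of the UMIs of IHC-like and 16.8% of those of OHC-like cells. Many of the low levels rest on single molecules: 2100 genes in IHC-like and 1520 in OHC-like cells had 1 UMI in all.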

The expression levels of common genes in our scRNA-seq data correlated with those in the corresponding bulk RNA-seq data. The overall correlation coefficients between scRNA-seq and bulk RNA-seq datasets at P14 and P28 were 0.58 and 0.62, respectively. The top 10 highly expressed genes in the bulk RNA-seq data (Figures 2D,E, green dots) also showed high expression levels in scRNA-seq data. The top 10 HC marker genes in scRNA-seq data (Figures 2D,E, red dots) were also highly expressed in the corresponding bulk RNA-seq data. We observed in our scRNA-seq data that two of the top 10 IHC marker genes, *Calm2* and *Calb2*, and two of the top 10 OHC marker genes, *Ocm* and *Pcp4* (Figures 2D,E, yellow dots), were also among the top 10 highly expressed genes in bulk RNA-seq data. These comparisons confirmed that our scRNA-seq datasets are consistent with the previously reported bulk RNA-seq data and were able to identify HC marker genes.

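Genes found in at least 10% of the cells of either side were ranked by the difference in log2(mean count per 10000 UMIs + 1) between a class and all other cells of the same age. At P28, *Calb2* ranked 2 and *Calm2* ranked 8 among markers of IHC-like cells, while *Ocm* ranked 1 and *Pcp4* ranked 2 in OHC-like cells. *Calm2* is expressed widely, and by this measure stood 3.38 above all other cells in IHC-like cells at P28. Between the hair cell classes it was lower in OHC-like cells, by a log2 fold change of -1.78 (SE 0.26, adjusted p = 0.000129 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries). The bulk profiles were not analysed here.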

### Expression levels and cellular localization of deafness genes

Little is known about the expression levels of many known and potential deafness-related genes in the cochlea after the calcification of the temporal bone or the onset of hearing at juvenile and mature ages. To fill this gap, we calculated the average expression levels and cellular localization of deafness genes at P14 and P28 in our scRNA-seq datasets. The deafness genes were from previous publications (Liu et al., 2014, 2021; Kolla et al., 2020). We observed similar expression patterns of many deafness genes from P14 to P28 compared to what has been reported by Kolla et al. (2020) at P7 (Figure 3) and other reports (Angeli et al., 2012). Hair bundle development and functioning related genes *Myo6*, *Myo7a*, *Cdh23*, *Espn*, *Tmc1*, and *Cib2* were primarily expressed in IHCs and OHCs; synaptic transmission-related genes *Otof* and *Slc17a8* were primarily expressed in IHCs; *Slc26a5* and *Kcnq4* were primarily expressed in OHCs, and *Pou4f3* was highly expressed in IHCs and OHCs; gap junction related genes *Gjb2* and *Gjb6* were predominantly expressed in SCs and fibroblast cells; we also detected the expression of *Sema3e*, *Adcy1* and *Sv2b* in the SGNs. 

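The genes named in the text were summed per class and library, and values are given for P14 and for replicates 1 and 2 at P28. The 10 hair cell genes reported here were all higher in the hair cell class that the paper gives than in the cells other than hair cells, in each of the 3 libraries, and also by the share of cells with a UMI after thinning to 1000 UMIs. *Myo6*, *Slc26a5*, *Otof* and *Slc17a8* were among the markers used to name the classes, so their place follows in part from the naming. The same holds for *Gjb2*, a naming marker of the IPhC/IB-like and ISC/HeC/OSC-like classes, and for *Gjb6*, a naming marker of the latter. *Cib2* reached 4012, 4383 and 3919 CPM in OHC-like and 4761, 2462 and 3000 CPM in IHC-like cells, against 55.2, 63.6 and 42.7 CPM in cells other than hair cells. *Myo6* reached 1465, 1615 and 1470 CPM in OHC-like cells, *Espn* 1483, 1163 and 988 CPM and *Tmc1* 861, 664 and 671 CPM. *Cdh23* lay at 172, 176 and 176 CPM in OHC-like and 143, 95.6 and 213 CPM in IHC-like cells. *Myo7a* stood at 190, 332 and 271 CPM in OHC-like cells and 129, 466 and 457 CPM in IHC-like cells. *Pou4f3* was present in both, with 914, 702 and 605 CPM in OHC-like and 860, 347 and 518 CPM in IHC-like cells. Among named classes of at least 10 cells, *Gjb2* was highest by CPM in ISC/HeC/OSC-like cells at P14 (2040.2 CPM, with an overlapping interval in DC/PC-like cells) and in *Coch*-bearing fibrocyte-like cells at P28 (1902 and 2150 CPM). By the share of thinned cells with a UMI it was highest in DC/PC-like cells at P14 (79.5%) and in IPhC/IB-like cells at P28 (69.8% and 65.7%). *Gjb6* was highest by both measures in DC/PC-like cells at P14 (1424 CPM) and in IPhC/IB-like cells at P28 (1144 and 1083 CPM), where fibrocyte-like cells had 1059 CPM in replicate 2. In SGN-like cells at P28, *Sema3e* reached 290 and 211 CPM, *Adcy1* 210.1 and 255 CPM and *Sv2b* 154 and 83.2 CPM. The next highest named class was RM-like for *Sema3e* (22.8 and 27.9 CPM) and *Sv2b* (26.8 and 20.1 CPM) and fibroblast-like for *Adcy1* (106 and 136 CPM).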

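At P14 *Coch* was highest, among the named classes, in TBC-like cells, at 8844 CPM [8324 to 9388]. No cluster at P14 was named as fibrocyte-like. An unnamed cluster of 85 cells at P14 had *Coch* among its leading genes and was left out of this ranking. A different leading class at the 2 ages can thus come from the naming. At P28 the fibrocyte-like cells stood high, at 15988 and 11177 CPM in the 2 libraries, but *Coch* is itself one of the markers by which that class was named. Pericyte-like cells had 7265 and 6458 CPM at P28 and TBC-like cells 3163 and 3979 CPM. All cells other than hair cells together had 1057 CPM at P14 and 1848 and 2195 CPM at P28, so some UMIs of this abundant RNA can be expected in any class as free RNA.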

*Coch* was detected in the TBCs and fibroblast cells.

**FIGURE 3:**
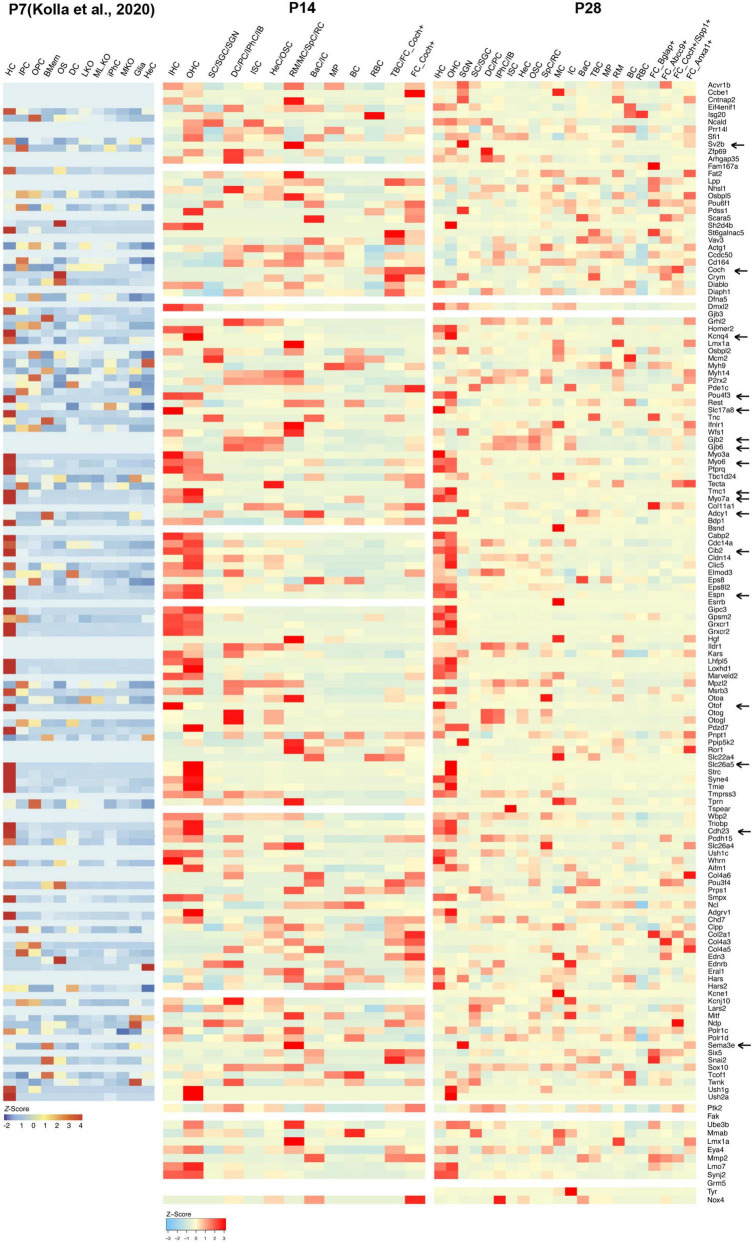
Cellular localization and expression levels of deafness genes from P7 to P28. Heatmaps showing the cell-type-specific expression (as a z-score for cell-type-averaged expression) for deafness genes in cochlear cells. Representative hearing loss genes discussed in the text were indicated by arrows.

### Characterization of HC maturation in the cochlea

HCs are mechanosensitive cells in the cochlea and play a vital role in normal hearing function. There is an urgent need for a comprehensive understanding of HC transcriptomic changes after the onset of the hearing (∼P14) (Sonntag et al., 2011). We utilized the scRNA-seq dataset from Kolla et al. (2020) at P7 and compared it to our unbiased scRNA-seq datasets at P14 and P28. The time points of P7, P14, and P28 in mice represent the early postnatal development stage, the onset of hearing, and the maturation stage of HCs, respectively, enabling the study of HC maturation.

As shown in the tSNE plots and the high-resolution feature plots on the right of each tSNE plot (Figure 4A), canonical HC marker genes were only highly expressed in the IHC and/or OHC clusters. 

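A UMI of *Otof* was found in 83.3% of IHC-like cells at P14 [69.8 to 92.5] and in 88.1% and 90.5% in the P28 libraries, against 0.855%, 2.81% and 4.74% of the cells other than hair cells. The median depths of the cells compared were 943.5, 1246 and 2042 UMIs in the IHC-like and 1739, 2003.5 and 1815 UMIs in the other cells. *Slc17a8* was found in 54.2%, 54.8% and 66.7% of IHC-like cells and in 1.11%, 0.575% and 0.896% of the others. In OHC-like cells, whose median depths were 4463, 4972 and 3565 UMIs, *Slc26a5* was found in 94.0%, 89.3% and 87.1% of cells, against 1.54%, 0.133% and 0.179% of the cells other than hair cells. *Ocm* was found in 98.9%, 100% and 100% of OHC-like cells but also in 18.6%, 5.57% and 2.74% of the cells other than hair cells, where its level was 109 CPM at P14 and 29.2 and 18.8 CPM at P28. *Myo7a* was found in 51.4%, 77.8% and 61.4% of OHC-like and 12.5%, 50.0% and 66.7% of IHC-like cells, against 2.31%, 2.14% and 1.65% of the others.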

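OHC-like cells were compared with all other cells in the 3 libraries. Of 11835 genes tested, 3056 were higher and 3780 lower in OHC-like cells at an adjusted p under 0.05. Of the alternatives that kept all cells, requiring 10 UMIs in every sum changed these counts most, to 2000.0 higher and 1973 lower. P28 replicate 1 carried much of the result, with 1585 higher and 2981 lower genes without it. For IHC-like cells 11465 genes were tested, and 729 were higher and 1449 lower. Each P28 library weighed on these counts too, with 443 and 939 genes without replicate 1 and 421 and 699 without replicate 2. Among the named genes reported here, 36 of 39 tested were called for OHC-like cells and 33 of 40 for IHC-like cells, and 37 and 34 when adjusted over the list alone. The paper chose that list on these libraries, so the latter is not independent evidence. *Ocm* stood above all other cells in OHC-like cells by a log2 fold change of 9.00 (SE 0.41, adjusted p = 0.000109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries), and *Slc26a5* by 8.96. At P28 the markers after *Ocm* and *Pcp4* were *Lbh*, *Gm45716* and *Cib2*. In IHC-like cells the log2 fold change was 6.93 for *Slc17a8* (SE 0.35), 6.37 for *Otof* (SE 0.34), 4.94 for *Calb2* and 2.91 for *Acbd7*, each higher in 3 of 3 libraries.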

We identified marker genes for IHCs and OHCs at different ages by comparing the gene expression of IHCs/OHCs to other cell types, and the top 10 markers identified were labeled in red (Figures 4B,C). The differentially expressed genes (DEGs) between IHCs and OHCs were also identified (Supplementary Figure 2).

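OHC-like and IHC-like cells were compared as sums within each of the 3 libraries. Of 6691 genes tested, 475 were higher and 445 lower in OHC-like cells at an adjusted p under 0.05. With 6000 genes allowed per cell, 1671 genes were higher and 1506 lower, and with 10 UMIs required in every sum 130 and 167. The P28 libraries weighed on them, with 270 higher and 256 lower genes without replicate 1 and 226 and 273 without replicate 2. Of the named genes reported here 35 were tested, and 25 were called, or 26 when adjusted over the list alone. The largest differences by the rule used for naming were 1600022D10Rik (log2 fold change 9.80), *Zfp365* (9.43), 1700025G04Rik (9.24), *Elovl2* (8.96) and *Bmp3* (8.57) in OHC-like cells, and *Tpbgl* (-9.31), *Myl4* (-8.77), *Spock1* (-8.42), *Nrgn* (-8.12) and *Ripor3* (-7.91) in IHC-like cells, each with the same direction in 3 of 3 libraries. Where a class had few or no UMIs of a gene, the size of such a value depends on the prior count. Among the known markers, *Slc26a5* differed by 7.97 (SE 0.52, adjusted p = 2.14e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 libraries), *Ocm* by 5.63 (SE 0.44), *Slc17a8* by -4.55 (SE 0.31), *Otof* by -3.84 (SE 0.43) and *Calb2* by -3.69 (SE 0.23). *Ikzf2* (4.00), *Lbh* (5.90), *Strip2* (4.63), *Mmd* (2.81), *Dnm3* (4.43) and *Tmc1* (1.35) were also higher in OHC-like cells, and *Dnm1* (-2.93) in IHC-like cells. *Acbd7* (-0.06), *Pvalb* (-0.11), *Cd164l2* (-0.01), *Chst2* (0.22), *Cib2* (0.50) and *Pou4f3* (0.60) were not called.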

**FIGURE 4:**
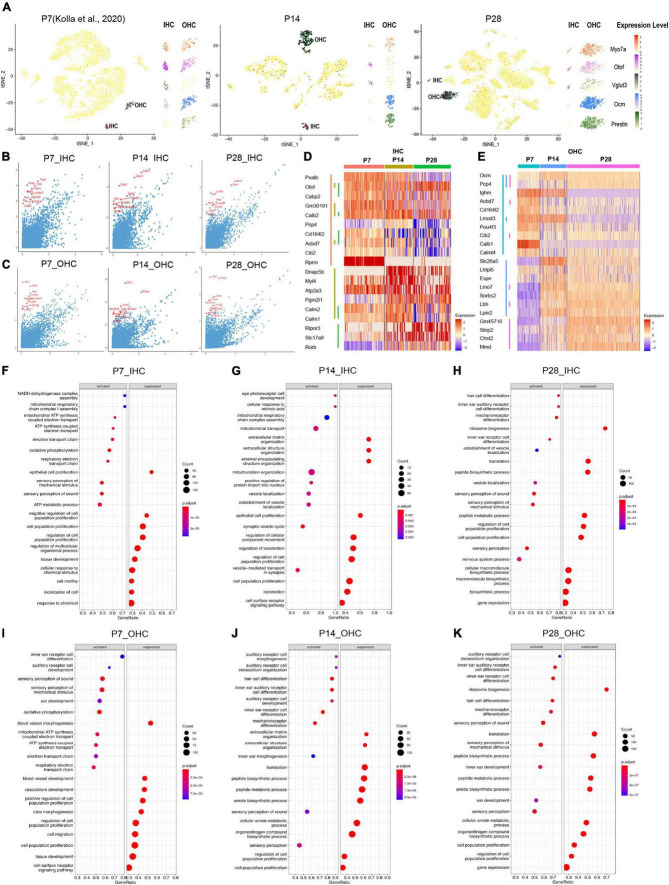
Single-cell transcriptomic analysis of HCs at P7, P14, and P28. **(A)** tSNE plot showing the overlayed and respective expression levels of the representative HC marker gene, Myo7a; IHC marker genes, Otof and Vglut3; OHC marker genes, Ocm, and Prestin. **(B,C)** The scatter plot showing the expression level of the DEGs in IHC and OHC (y-axis) by comparison with all other cochlear cells (x-axis). The top 10 HC marker genes in each comparison were labeled in red. **(D,E)** The heatmap of the expression levels of top 10 marker genes among IHC and OHC across different ages. HCs and their top 10 marker genes at three ages were labeled with distinct colored bars. **(F–K)** GSEA biological process terms enriched in HC-specific gene signatures. Activated and suppressed biological processes in IHC and OHC at P7, P14, and P28, respectively.

The IHC markers *Otof*, *Calb2*, and *Acbd7* are among the top 10 markers shared at all three ages; *Otof* and *Slc17a8*, increased expression gradually from P7 to P28 while *Rprm* maintained a high expression level at all three ages; other marker genes (*Pvalb*, *Cd16412*, *Acbd7*, *Cib2*) exhibited decreasing expression patterns from P7 to P28 (Figure 4D). 

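In IHC-like cells *Otof* was lower at P14 than in either P28 library, at 2553 CPM [2191 to 2956] against 3888 ± 29.1 CPM (n = 2). This order rested on the clustering, since with 20 principal components the log2 ratio of P28 to P14 was -0.09 instead of 0.61. *Slc17a8* had 846 CPM at P14 [644 to 1091] and 1585 ± 601 CPM at P28, and P14 did not lie outside both P28 libraries. *Calb2* was alike at both ages, with 4230.5 CPM [3761 to 4742] at P14 and 3885 ± 406 CPM at P28. *Rprm* had no UMI in the IHC-like cells at P14 (0 to 52.9 CPM) and 5 and 1 UMIs in those of the P28 libraries (37.5 ± 31.5 CPM). Of the genes described as decreasing, 2 were higher at P14 than in both P28 libraries: *Pvalb*, with 3269.7 CPM [2859 to 3723] against 715 ± 257 CPM, and *Cib2*, with 4761 CPM [4263 to 5302] against 2731 ± 379.9 CPM. *Acbd7* (2194 CPM [1860.2 to 2571] against 1413 ± 318 CPM) and *Cd164l2* (1205 against 1333 ± 76.0 CPM) did not lie outside both. *Otof*, *Calb2*, *Acbd7* and *Calm2* were among the 10 leading markers at both P14 and P28.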

Similar to IHCs, OHCs at different ages shared two common top 10 markers, *Ocm* and *Pcp4* (Figure 4E), while multiple unique top marker genes at P14 and P28, such as *Lmo7*, *Sorbs2*, *Lbh*, *Lpin2*, *Gm45716*, *Strip2* and *Chst2*, were also highly expressed in adult OHCs from the bulk RNA-seq analysis (Li et al., 2018). 

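Of the 10 leading markers of OHC-like cells, 4 were shared by the ages: *Ocm*, *Pcp4*, *Lbh* and *Lmo7*. At P14, *Sorbs2* ranked 6 and *Lpin2* ranked 9. At P28, *Gm45716* ranked 4, *Strip2* ranked 7 and *Chst2* ranked 8. All 7 genes named as unique markers were detected at both ages. *Lbh* (2431 CPM [2325 to 2541] at P14, 3370.1 ± 389 CPM at P28), *Gm45716* (806 against 3242 ± 169 CPM), *Strip2* (750.3 against 1242 ± 120.0 CPM) and *Chst2* (1109 against 1602 ± 294 CPM) lay lower at P14 than in both P28 libraries. *Lmo7* (3317 against 2186 ± 46.4 CPM) and *Lpin2* (1567 against 1149.9 CPM) lay higher at P14, and *Sorbs2* (1842 against 1932 ± 47.1 CPM) did not lie outside. Among all the named genes, 14 lay below and 14 above both P28 libraries at P14 in OHC-like cells, and 5 and 4 in IHC-like cells. After each cell was thinned to 1000 UMIs they were 9 and 8 in OHC-like cells, and in IHC-like cells none then lay below. With 6000 genes allowed per cell, 10 lay above in IHC-like cells. By the rule set for naming genes, which takes only genes above all other cells of that age, the largest rises in OHC-like cells were those of *Otof*, *Ifit1* (43.0 against 223 ± 19.0 CPM), *Kcna10* (119 against 592 CPM), *Gm45716* and *Rhpn1* (29.5 against 120.1 CPM). The largest falls were those of *Zan* (189 CPM at P14 and no UMI at P28), *Ighm*, *Sfn* (149.8 against 1.33 CPM), *Hsd11b1* (273 against 5.10 CPM) and *Hist2h2aa1* (162 against 4.48 CPM). The last has a near-identical copy in the genome that can share its reads, so its level is uncertain.

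**Figure D1:**
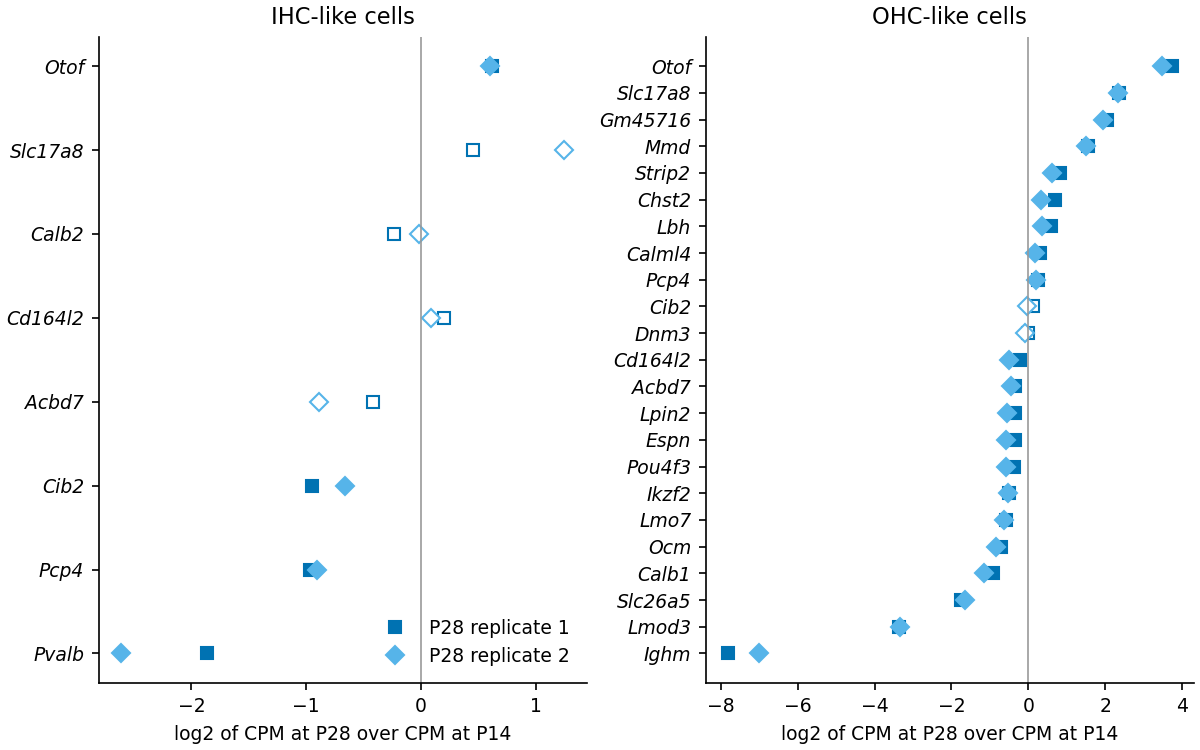
Log2 ratio of the CPM at P28 to the CPM at P14 for genes that the paper names, in IHC-like and OHC-like cells, for each P28 library against the 1 P14 library (1 CPM added to each level). Filled symbols mark genes whose P14 interval overlapped neither P28 interval.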

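In OHC-like cells *Mmd* rose from 538 CPM at P14 [489 to 591] to 1548 ± 28.2 CPM at P28 (log2 ratio 1.52). Of the 8 genes listed as decreasing, 6 lay higher at P14 than in both P28 libraries. These were *Ighm* (1979 CPM [1884 to 2078] against 11.1 ± 4.59 CPM), *Lmod3* (1539.8 against 150.0 ± 1.09 CPM), *Calb1* (159.6 against 78.0 ± 9.09 CPM), *Acbd7* (1664 against 1261 ± 56.9 CPM), *Cd164l2* (1324 against 1042 ± 142 CPM) and *Pou4f3* (914 against 654 ± 68.1 CPM). *Cib2* was alike at the 2 ages, at 4012 CPM [3875 to 4152] and 4151 ± 328 CPM. *Calml4* was lower at P14, at 1284 CPM [1208 to 1365] against 1521 ± 84.3 CPM. P7 was not analysed here, so these values cover only the step from P14 to P28.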

*Mmd* has an increased expression from P7 to P28 and most of the unique top markers for P7, such as *Lghm*, *Acbd7*, *Cd164l2*, *Lmod3*, *Pou4f3*, *Cib2*, *Calb1*, and *Calml4* showed a decreased expression in OHCs from P7 to P28. 

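*Slc26a5* stood at 2017 CPM in OHC-like cells at P14 [1921 to 2117] and at 622 ± 32.3 CPM at P28, a log2 ratio of P28 to P14 of -1.70. After thinning to 1000 UMIs, 81.9% of OHC-like cells had a UMI of it at P14 and 40.8% and 44.2% at P28. In the cells other than hair cells the share after thinning was 0.586% at P14 and 0.0997% and 0.0922% at P28. The paper reads the P14 peak as the time at which the motor ability of OHCs matures. The libraries analysed here give the P14 and P28 levels of the RNA, and do not cover P7 or the protein.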

Interestingly, the motor protein Prestin coding gene *Slc26a5* had peak expression at P14, which indicates the maturation of mechanical contraction and elongation ability in OHCs occurred around the onset of hearing, consistent with previous electrophysiological studies (Hang et al., 2016).

We further investigated HC-specific gene signatures by performing Gene Set Enrichment Analysis (GSEA) (Figures 4F–K). The biological processes related to proliferation and cell migration were suppressed, and the biological processes related to inner ear differentiation and development were activated. There are more auditory system developmental biological processes presented at P14 in OHCs than in IHCs, indicating the OHCs were still maturing.

### Outer hair cells continue maturation from P7 to P28 while inner hair cell maturation peaks at P14

Based on the distribution of the HC clusters from different ages (Figures 5A,D), we performed a trajectory analysis of all HCs at P7, P14, and P28 with Monocle 2 (Trapnell et al., 2014) to infer the HC maturation course (Figures 5B,E). The trajectory analysis indicated that IHCs and OHCs are clearly maturing after P7. We observed that IHCs have a more significant overlap between P14 and P28 than OHCs, indicating that the transcriptomic changes of IHCs dramatically slowed after P14, and the maturation of OHCs continued until P28 (Figures 5B,C,E,F).

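The overlap of P14 and P28 hair cells was measured in 2 ways that need no trajectory. First, 17 cells of a class from each library were thinned to 1000 UMIs and summed, and the root mean square difference of log2(CPM + 10) was taken over genes at 50 CPM or more, in 200 draws. For IHC-like cells the distance from P14 to P28 replicates 1 and 2 was 2.25 and 2.26, and the distance between the P28 libraries was 2.11. Their ratio was 1.07. For OHC-like cells the distances were 2.18, 2.20 and 2.08, with a ratio of 1.05. Draws of the same size from 1 shared profile lay 2.01 (IHC-like) and 2.00 (OHC-like) apart from sampling alone, so sampling of 17 cells made up most of these distances. Over genes at 500 CPM or more, a choice made after the data were seen, the mean distance from P14 to P28 was 1.21 for IHC-like and 1.20 for OHC-like cells against 0.562 and 0.569 from sampling, with ratios of 1.53 and 1.50. The IHC-like ratio exceeded the OHC-like one by 0.0175, and this order was reversed by 6 of the alternatives, for example with 1 minus Pearson's correlation across genes as the distance (-0.0317). Second, the share of the 5 nearest neighbours that came from the other library was counted among equal numbers of thinned cells. Between P14 and P28 it was 20.99% and 26.7% for IHC-like and 18.3% and 19.4% for OHC-like cells, against 47.4% and 49.5% between the P28 libraries. By this measure IHC-like cells mixed more between the ages, by 5.02 points, but the gap was 0.767 points with cells thinned to 500 UMIs. On simulated data with equally many genes changed by the same factor in both classes, the share was 19.5% for IHC-like and 24.4% for OHC-like cells. The classes can thus differ by this measure without a different amount of change. The simulated gap ran opposite to the observed one, so it does not account for the larger share in IHC-like cells. The genes changed were drawn separately for each class, so the simulation does not give the size of such a bias. The paper concludes from the larger overlap on the trajectory that the changes of IHCs slowed after P14 and that OHCs matured until P28. In these libraries both classes were further from P14 than the P28 libraries were from each other. The order of the 2 classes depended on the measure, and with 1 library at P14 it was not tested.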

**FIGURE 5:**
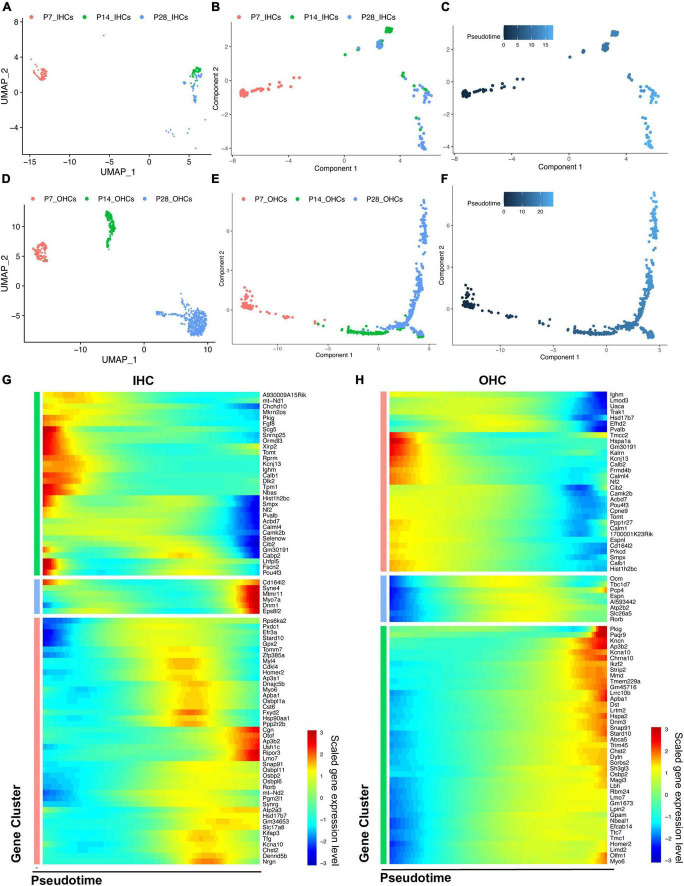
Trajectory analysis of cochlear HCs at P7, P14, and P28. **(A,D)** UMAP plots of the different HC populations at three ages. **(B,C,E,F)** Monocle 2 trajectory plots showing different types of IHC and OHC, and their pseudotime features. **(G,H)** The scaled expression level of combined top 50 marker genes at each age along the pseudotime for IHC and OHC.

We then combined the top 50 HC marker genes at each age and visualized their relative expression levels through pseudotime (Figures 5G,H). 

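*Fgf8* had 7 UMIs in the IHC-like cells at P14 (100.4 CPM [40.4 to 207]) and none in those of either P28 library, where the limits reach 44.1 and 56.2 CPM, so P14 did not lie outside both. In OHC-like cells it had no UMI in any library (0 to 4.53 CPM at P14). *Pou4f3* in IHC-like cells had 860.4 CPM at P14 [657 to 1108] and 432 ± 121 CPM at P28, and its P14 interval overlapped that of P28 replicate 2. In OHC-like cells its log2 ratio of P28 to P14 was -0.48.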

The expression levels of genes related to the early development of HCs, such as *Fgf8* and *Pou4f3*, were significantly reduced during maturation. Meanwhile, the genes related to the specific HC functions and survival, such as *Slc17a8*, *Otof*, *Ikzf2*, *Lbh*, and *Dnm3*, were gradually up-regulated along the trajectory maturation process. 

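In OHC-like cells *Otof* and *Slc17a8* rose from low levels, *Otof* from 33.2 CPM [21.8 to 48.2] at P14 to 414 ± 51.9 CPM at P28 (log2 ratio 3.60) and *Slc17a8* from 13.5 CPM to 72.5 ± 1.35 CPM (2.34). *Ikzf2* fell by 0.52 on the log2 scale in OHC-like cells, from 731 CPM at P14 [673 to 792] to 511 ± 9.33 CPM, and *Dnm3* was alike at 797 CPM [737 to 861] and 771 ± 30.3 CPM. In IHC-like cells *Ikzf2*, *Lbh* and *Dnm3* each had 4 UMIs at P14 (57.4 CPM) and 33.2, 57.1 and 31.5 CPM at P28, too few to place P14 outside the P28 libraries. *Lbh* in OHC-like cells had a log2 ratio of 0.47.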

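At P14, the age between P7 and P28, *Ocm* stood at 32268 CPM in OHC-like cells [31879 to 32660] and *Espn* at 1483 CPM [1401 to 1569], against 18862 ± 1144 and 1076 ± 123 CPM at P28. For *Slc26a5* the P14 level was 3.24 times the mean at P28. All 3 lay higher at P14 than in both P28 libraries. In IHC-like cells *Espn* did not differ by this measure (817 CPM at P14, 780 CPM at P28), and *Ocm* was higher at P28, at 738 ± 225 CPM against 172 CPM [88.9 to 300.6]. Leaving out the cells with the highest doublet scores changed the direction of the last difference, to a log2 ratio of -0.39 from 2.09.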

We also observed *Slc26a5*, *Ocm*, and *Espn* to have highest expression levels in the middle of the trajectory pseudotime.

Genes with the most predominant changes along with the pseudotime were visualized in Supplementary Figure 3. DEGs were acquired by comparing the transcriptomes of HCs between P14 and P7, P28 and P14, respectively, revealing two different maturation stages between P7 and P28. The GSEA biological processes related to the DEGs are shown in Supplementary Figure 4.

### Characterization of novel HC and SGN marker genes

After screening our HC and SGN maker gene list, there were two interesting genes *Miat* and *Pcp4* caught our eyes. The long non-coding RNA gene *Miat* has been reported to be functional in neuron development, myocardial infarction, schizophrenia, and malignant tumors (Da et al., 2020). Most recent studies showed that *Miat* is related to age-related hearing loss (Hao et al., 2019) and expressed in the cochleovestibular ganglion cells (Sun et al., 2022). Purkinje cell protein-4 (Pcp4) is a small IQ motif-containing protein that regulates the calmodulin-dependent signaling (Kim et al., 2014). Scheffer et al. have reported the expression of *Pcp4* in collected P7 hair cells utilizing FASC (Scheffer et al., 2015). We discovered *Miat* to be highly co-expressed with *Myo7a* and *Tubb3*, indicating that *Miat* was expressed in the HCs and SGNs. 

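*Miat* was found in 97 of 231 hair-cell-like cells at P14 (42.0%), in 171 of 303 in P28 replicate 1 (56.4%) and in 123 of 254 in P28 replicate 2 (48.4%). Among SGN-like cells it was found in 52 of 161 (32.3%) and 35 of 67 (52.2%). In all remaining cells it was found in 0.855%, 0.413% and 0.379%, with median depths of 1739, 2014 and 1808 UMIs against the 1694 and 2485 UMIs of SGN-like cells. Both *Miat* and *Myo7a* were found in 59, 129 and 83 hair-cell-like cells. *Miat* was found in 59%, 57.6% and 52.9% of the hair-cell-like cells with *Myo7a* and in 29.0%, 53.2% and 41.2% of those without it, a comparison in which deeper cells have both more often. Among SGN-like cells, 28.3% and 43.6% of those with *Tubb3* had *Miat*, and 38.7% and 64.3% of those without. Against all other cells, *Miat* was higher in OHC-like cells by a log2 fold change of 4.21 (SE 0.30, adjusted p = 0.000299 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries), and in SGN-like cells by 4.80 (SE 0.31, adjusted p = 1.73e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 libraries). In IHC-like cells the value was 1.24 (SE 0.46, adjusted p = 0.0407 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 3 libraries). This call was lost without either P28 library and under 6 of the other alternatives. Over all of these other alternatives the log2 fold change ran from 0.10 to 2.80 and the adjusted p from 2.88e-06 to 0.766. The cells that IHC-like cells were compared with include the OHC-like ones, in which *Miat* was high. The paper concludes from the shared expression with *Myo7a* and *Tubb3* that *Miat* was expressed in HCs and SGNs. Its RNAscope staining at both ages also placed the RNA in these cells. The paper describes the staining of IHCs as strong at P14 and faint at P28. In these libraries the UMIs of *Miat* concentrated in the OHC-like and SGN-like classes, with lower levels in IHC-like cells. At this depth a cell without a *Tubb3* UMI can still express *Tubb3*, so the shares with and without it say little about single cells.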

The expression level of *Miat* in the IHCs was relatively lower than in OHCs. 

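*Miat* had 43.0 CPM in IHC-like cells at P14 [8.87 to 126], from 3 UMIs in 1 cell, and 131 [65.6 to 235] and 122 CPM [52.6 to 240.0] at P28. In OHC-like cells it had 189, 210.2 and 185 CPM, and in SGN-like cells 450 and 738 CPM. The log2 fold change of OHC-like over IHC-like cells was 1.16 (SE 0.33, adjusted p = 0.0239 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries). With any 1 library left out it ranged from 0.82 to 1.40 and was no longer called, and over the other alternatives the adjusted p ranged from 7.28e-06 to 0.17. In both OHC-like and SGN-like cells the clusters rich in *Malat1* held more *Miat*, with 715 CPM [486 to 1016] against 160 CPM [133 to 190] among the OHC-like clusters at P14 and 2309 and 1845 CPM against 154 and 241 CPM among the SGN-like clusters at P28. Between P14 and P28 the level in OHC-like cells was alike, with a log2 ratio of 0.06.

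**Figure D2:**
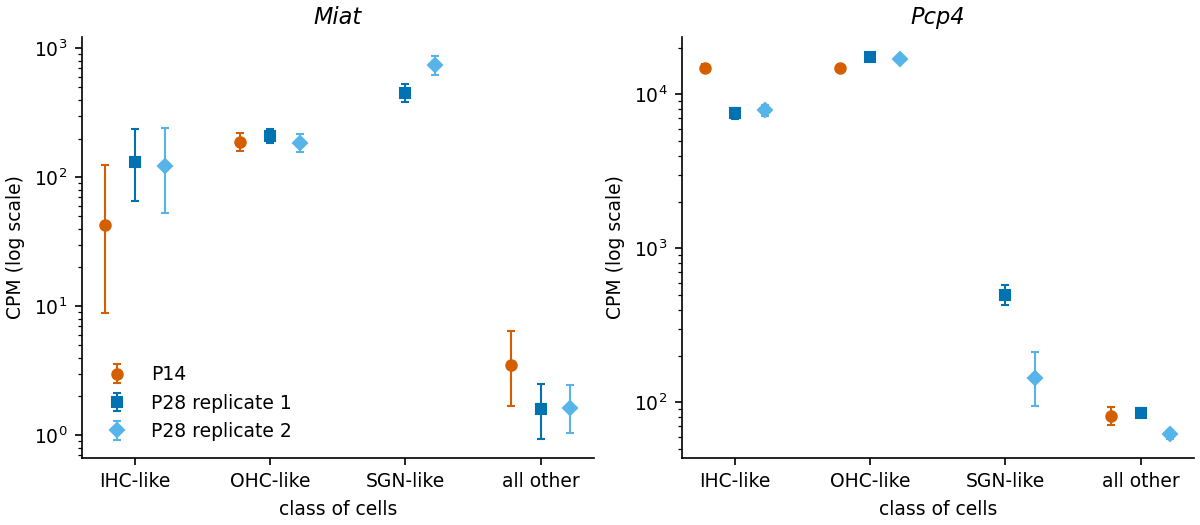
CPM of Miat and Pcp4 in IHC-like, OHC-like and SGN-like cells and in all other cells of each library. Bars are exact Poisson intervals at 95% (counting error only), and SGN-like cells were found at P28 only.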

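*Pcp4* stood at 14757 CPM [13868 to 15686] in IHC-like and 14810 CPM [14547 to 15077] in OHC-like cells at P14. At P28 it was lower in IHC-like cells, at 7694 ± 231 CPM, and higher in OHC-like cells, at 17238 ± 429 CPM. A UMI of it was found in 100%, 81.0% and 85.7% of IHC-like cells and in 96.2%, 100% and 100% of OHC-like cells, against 12.9%, 15.3% and 9.68% of the cells other than hair cells. Against all other cells the log2 fold change of *Pcp4* was 6.47 in OHC-like cells (SE 0.56, adjusted p = 0.0005 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries) and 1.96 in IHC-like cells (SE 0.28, adjusted p = 9.87e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries), where the other cells include the OHC-like ones. In SGN-like cells it lay below all other cells, the hair-cell-like ones included, by a log2 fold change of -2.30 (SE 0.43, adjusted p = 0.000719 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 2 of 2 libraries). With the hair-cell-like cells left out of the other cells, a fit chosen after the data were seen, the value was 2.03, the opposite direction. In that fit *Ocm*, *Strip2* and *Slc26a5* changed sign too. The larger SGN-like cluster held 573 and 185 CPM of *Pcp4* in the P28 libraries, but also 315 and 185 CPM of *Ocm*. The smaller one held 43.2 and 53.7 CPM of *Pcp4*. RNA of hair cells in SGN-like cells is thus not excluded. In *Pcp4*, OHC-like exceeded IHC-like cells by 0.96 (SE 0.27, adjusted p = 0.022 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries). This call was lost without either P28 library, where the log2 fold changes were 0.75 and 0.80, and over the other alternatives the adjusted p ranged from 6.82e-05 to 0.206.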

*Pcp4* was highly expressed in HCs at P14 and P28 (Figures 6A,D).

**FIGURE 6:**
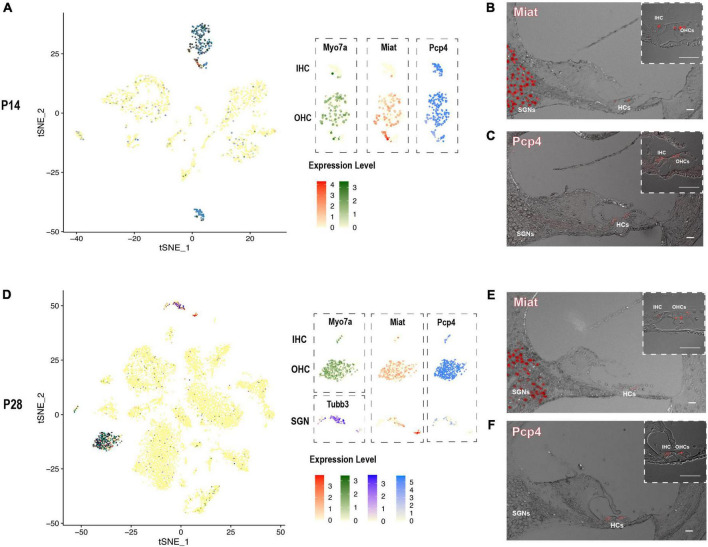
The expression pattern of newly identified HC and SGN marker gene *Miat* and *Pcp4*. **(A,D)** tSNE plot visualization of *Miat* expression in Myo7a highly expressed HCs and Tubb3 expressed SGNs at P14 and P28; tSNE plot visualization of *Pcp4* expression in HCs at P14 and P28. **(B,E)** In situ hybridization in P14 and P28 cochlear cross-sections showing the localization of the mRNA of *Miat* in HCs and SGNs. **(C,F)** Immunostaining in P14 and P28 cochlear cross-sections showing the expression of *Pcp4* in HCs. Scale bar = 20 μm.

We further utilized RNAscope to validate the expression of *Miat* in both HCs and SGNs at P14 and P28 (Figures 6B,E). The low expression of *Miat* in IHCs was detectable with a strong fluorescent signal at P14 while faint at P28. Immunostaining was used to validate the expression of *Pcp4* in HCs at P14 and P28 (Figures 6C,F). To further investigate the expression pattern of *Miat* and *Pcp4* during development, we used Kolla et al.’s (2020) embryonic and neonatal scRNA-seq data in the gEAR (Orvis et al., 2021) and found *Miat* was highly expressed in IHCs from E14 to P7, and its expression started in OHCs from E16 to P7 (Supplementary Figure 5); Pcp4 was highly expressed in HCs, prosensory cell, PCs, and DCs from E14 to P1, and its expression were concentrated in HCs at P7.

### Limitations of the study

Although we have presented scRNA-seq datasets for multiple ages after the calcification of the inner ear, there are still several limitations in our study. First, we only identified SGNs at P28, similar to previous embryonic and early postnatal datasets (Kolla et al., 2020). 

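Cells with at least 2 of 6 neuronal markers were counted in every library, whatever their cluster. At P14 there were 16 of 1401 cells (1.14% [0.654 to 1.85]), and 3 cells had at least 3 markers. In the P28 libraries 257 cells (5.32%) and 155 cells (2.43%) had at least 2, and 156 and 58 cells at least 3. The 16 cells at P14 did not share a cluster: 5 lay in the larger OHC-like cluster, 3 in the IHC-like cluster and 3 in an unnamed cluster led by myelin genes, with 4 and 1 in others. The paper proposes that the SGNs at P14 were too few to cluster. These counts cover the cells that passed the filters, and the 286 P14 barcodes with more than 3000 genes were not scored.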

We think the number of SGNs we got from P14 is too minimal to be clustered. Second, cells in this dataset are primarily from the upper basal to apical turn, so the transcriptomics of HCs from the high frequency are likely not included. Third, more cells were sequenced at P28 compared to P14 and Kolla et al.’s (2020) P7 scRNA-seq data were from a different mouse strain (CD1), which may compromise the accuracy of the comparison. 

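The number of cells per class in each library set what could be compared. For the distances between ages, 19, 28 and 17 IHC-like cells had 1000 UMIs or more in the P14 library and P28 replicates 1 and 2, against 166, 260.0 and 233 OHC-like cells. For the smallest sums compared, the IHC-like cells held 69732 UMIs at P14 and 83660.0 and 65674 UMIs at P28, so that 1 UMI stood for 14.3 CPM at P14.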

Fourth, compared to the plate-based Smart-seq full-length sequencing method, the droplet-based 10X Genomics chromium approach detected less genes, especially low abundance transcripts. Fifth, it would be ideal for providing *in vivo* functional data for *Miat* and *Pcp4*; however, it is beyond the scope of the current study.

## Discussion

Our study presents a comprehensive transcriptomic profiling of mouse cochlear cells using 10x Genomic scRNA-seq at juvenile and mature ages. Given the calcification of the temporal bone after P7–10 in mice, the ultra-low abundance and high vulnerability of cochlear cells upon isolation *in vitro*, it has been widely considered impractical to perform unbiased 10x Genomics scRNA-seq from juvenile and mature mouse inner ears. In fact, it was stated that P7 in mice is the age “as the best compromise between maturity and our ability to successfully dissociate and capture a significant number of cells” (Kolla et al., 2020). Based on our previous experience of conducting the unbiased scRNA-seq in mature cochleae (Yamashita et al., 2018), we perfect the whole procedure with more detailed protocols and bioinformatic analysis and successfully identify scRNA-seq profiles of distinct cochlear cells at P14 and P28. Specific parameters of our datasets are within acceptable ranges of published studies in hearing and other fields (Luecken and Theis, 2019). Bioinformatic analysis identifies cell types in the calcified cochlea, allowing us to uncover the transcriptome profiles of various cochlear cell types and further understand the complex maturation dynamics.

To further validate our results, we compared our datasets at P14 and P28 to previously published bulk RNA-seq data of HCs at similar ages (P15 and P25–30) and found that our datasets are consistent with those in bulk RNA-seq (Li et al., 2018). Given the difficulties of obtaining transcriptomes of extremely vulnerable HCs at these ages, we conjecture that scRNA-seq profiles of other cochlear cell types in our dataset should be consistent with those in other previous publications and faithfully recapitulate their dynamic maturation processes. Human fetuses develop hearing function around 27 weeks of age in utero (Litovsky, 2015) and can respond to sound stimuli at birth; however, mice initiate hearing around P14 (Sonntag et al., 2011) and develop mature hearing around P20 (Pujol et al., 1991). All known and potential deafness genes, including transcription factors and progressive deafness genes, are mapped here at cellular resolution in the complex cochlea at P14 and P28. Their cellular localizations are consistent with those in mouse cochlear P7 scRNA-seq data (Kolla et al., 2020). These analyses thus confirmed the reproducibility and accuracy of our scRNA-seq datasets which will be an excellent resource for studying human hearing loss-related genes after birth, ultimately shedding light on therapeutic targets in precision medicine.

Our bioinformatic analysis reveals not only significant similarities between the results at P7 (Kolla et al., 2020) and ours at P14-28 but also continuous transcriptomic changes from P7, P14 to P28 during cochlear maturation. HCs at these different ages (P7–28) share some common marker genes; however, many top marker genes change substantially, supporting that HCs are continuously maturing after P7. GSEA analyses reveal multiple biological processes essential for various auditory normal functions and deafness. Based on the Monocle 2 algorithms, we performed pseudotime trajectories of HCs that elucidate different maturation phases. The maturation of IHCs peaks at P14 while OHCs continue maturing until P28. Moreover, we present a collection of HC maturation genes, many of which have been studied before but not at relative levels over the trajectory timeline. Our analysis suggests that genes such as *Slc26a5* play essential roles in the specification of OHC function related to dynamic changes of stiffness at P14 and P28, while the gradually increasing expression of OHC marker genes *Ikzf2*, *Dnm3*, and *Lbh* further validates the specification of their functions. Similarly, *Otof*, *Lmo7*, and *Dnm1* are critical for the specification of IHC function along with the pseudotime.

Although the connection between the long non-coding RNA gene *Miat* and cochleovestibular ganglion cells has been made recently (Sun et al., 2022), nothing has been reported about *Miat* in the cochlea. *Pcp4* has been reported expressed in HCs but never identified as an HC marker. We discovered that *Miat* is a specific marker gene for HCs and SGNs, and *Pcp4* is a specific marker gene for HCs in our and previously published scRNA-seq data (Kolla et al., 2020). Their expression pattern is further validated by RNAscope *in situ* hybridization and Immunostaining at P14 and P28. These results suggest that *Miat* and *Pcp4* are potential fate-determination or differentiation genes for HCs and SGNs and are essential for maintaining their normal function.

In conclusion, we provide a practical and reproducible unbiased scRNA-seq experimental protocol and report reliable scRNA-seq profiles for various cochlear cell types in the mouse inner ear embedded in the calcified temporal bone at juvenile and mature ages. We further demonstrate the transcriptomic atlas of HCs during maturation and reveal novel marker genes, *Miat*, for HCs and SGNs; *Pcp4*, for HCs. Our datasets thus serve as valuable resources for studying the transcriptomes of various cell types in the juvenile and mature cochleae.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE202920. The Codes are available at Mendeley Data (https://data.mendeley.com/datasets/bbbjwps9b2).

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at Creighton University.

## Author contributions

ZX and JZ designed experiments. ZX, ST, YZ, and HL performed the single cell RNA sequencing experiments. CP conducted the *in situ* hybridization experiments and edited the manuscript. JD conducted the immunostaining experiments. ZX performed the bioinformatic analysis, imaging, data analyses, and prepared figures. YF reviewed the design and bioinformatics analysis. DH reviewed the design of the experiment and edited the manuscript. ZX and JZ wrote the manuscript with edits from other authors. ST and CP contributed equally to this work and share second authorship. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

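The 3 libraries were 1 from P14 (14 days) and 2 from P28 (28 days), each from the dissociated cochleae of 7 mice (14 ears). The authors deposited, for each library, raw UMI counts per gene and cell barcode, made by Cell Ranger 5.0.1 according to the file header, which aligned the reads, collapsed barcodes and UMIs and called cells. These counts carry no normalization and none of the paper's filters on genes, UMIs or mitochondrial share. Every barcode kept had at least 500 UMIs. The genome build is stated neither in the paper nor in the files; 32235 of the gene identifiers occur in GENCODE M21, an annotation of GRCm38. Reads from genes with near-identical copies can be split or dropped by the counting, and such genes are uncertain. The published P7 data, the bulk RNA-seq data, gene set enrichment and the trajectories were not analysed here.

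Everything else was computed from these counts. Cells were kept with 200 to 3000 genes, at most 15000 UMIs and at most 15% mitochondrial UMIs, counted on genes found in 3 or more barcodes, as in the paper's methods. The median UMIs per barcode before this filter were 2038 at P14 and 1417 and 1254.5 at P28, so a gene at 100 CPM is expected in fewer than 1 in 3 barcodes of that depth, and its absence from a cell says little. Counts were log-normalized to 10000 per cell in Seurat 5.3.0 (R 4.3.3). The P14 cells were clustered alone and the P28 libraries after anchor integration, on 2000 variable genes without the 43 genes named in the paper, with 30 principal components and Louvain clustering at a resolution of 1.

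Clusters were named from a list of markers for 23 cell types fixed beforehand. A name needed at least 3 markers of the type with a log2 ratio of 1 or more over the median cluster and a UMI in at least 5% of the cells. A cluster stayed unnamed where another type had more markers among its 10 leading genes. Clusters were called nucleus-like where *Malat1* took more than 5% and ribosomal protein genes less than 5% of the UMIs.

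UMIs were summed per class and library. Comparisons of classes used edgeR 4.0.16 (quasi-likelihood test, TMM normalization, its default expression filter, Benjamini-Hochberg adjustment, threshold 0.05) on 3 sums against 3 with a term for the library. SGN-like cells were compared on 2 sums against 2 without that term. The 2 classes of a comparison come from the same library, so the libraries pair the sums physically. As a check, the deviations of 2 classes from their means correlated across genes by 0.36 at P14 and 0.18 and 0.14 at P28 for OHC-like and IHC-like cells. They correlated by 0.28, 0.25 and 0.23 for OHC-like and all other cells and by 0.22, 0.13 and 0.08 for IHC-like and all other cells. No test was made between P14 and P28. Besides genes that the paper names, the text names the 5 genes in each direction with the largest log2 fold change between OHC-like and IHC-like cells among those with an adjusted p under 0.05, the same direction in 3 libraries and at least 30 UMIs over the 6 sums. It also names the 5 genes in each direction with the largest change between P14 and both P28 libraries in OHC-like cells, with at least 100 CPM and a level above that of all other cells at the age of the higher level. Results of genes withheld for evaluation are not reported here, and apart from the 43 above the counts of named genes leave them out.

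Distances between ages used sums of equal numbers of cells thinned to 1000 UMIs, log2(CPM + 10) and genes at 50 CPM or more, in 200 draws. Shares of neighbours used 5 neighbours in 10 principal components of 1000 variable genes, in 50 draws. Log2 ratios between ages used 1 CPM added to each level. Analyses in Python 3.11.15 used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and figures matplotlib 3.10.9.

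Each test was run on simulated data first. With 200 genes changed 4-fold, edgeR found 126 of them (63%) at the depth of OHC-like against IHC-like cells, 184 (92%) for OHC-like against all other cells, 75 (37.5%) for IHC-like against all other cells and 76 (38%) for SGN-like cells, with 0, 11, 3 and 0 false calls. The distance ratio between the ages was 1.01 for equal simulated profiles of either hair cell class, and 1.04 (OHC-like) and 1.03 (IHC-like) with 200 genes changed.

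The tests, the markers, the rule for naming genes and most alternatives were set before the data were examined. The alternatives were other limits on mitochondrial UMIs (30%) and genes (6000), 20 principal components, a resolution of 2, no integration, all genes allowed as variable genes, no replicate block, DESeq2 1.42.0 in place of edgeR, 2 other filters on low counts, each library left out in turn, the other hair cell class left out of the other cells, thinning to 1000 or 500 UMIs, CPM without mitochondrial, ribosomal protein and haemoglobin genes, and other distances. Alternatives chosen after the data were seen were the exclusion of cells at a limit, of nucleus-like clusters and of the cells with the highest doublet scores, the hair cells left out of the cells that SGN-like cells were compared with, and a distance over genes at 500 CPM or more.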

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

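The tests of the depth behind the *Xist* difference and of free RNA behind those of *Pcp4* and *Ocm* were chosen only after the results were seen.

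*Xist*, a gene that the paper does not discuss, had 3397 UMIs in the P14 library (335 CPM [324 to 347]) and 14 and 9 UMIs in the P28 libraries. It was singled out because its signal at P14 lay above the limit that a count of 0 allows. The values argue against a lower depth at P28, since 24497 *Xist* UMIs would be expected at P28 at the P14 level. The UMIs of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* at P14 summed to 39.4% of their P28 mean (89.9 CPM against 225 and 231 CPM). Of P14 barcodes with 2000 UMIs or more, 2.46% of the 487 with *Xist* and 36.8% of the 783 without it had a UMI of these Y-linked genes. A candidate explanation is that the P14 library pooled both sexes and the P28 libraries mostly or only males, and the test of Y-linked genes could have come out the other way. The paper does not state the sex of the mice by library. Age and sex composition are then confounded, and a difference between P14 and P28 may come from either.

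*Ocm* rose from P14 to P28 in IHC-like cells in both P28 libraries (log2 ratio 2.09) and fell in both in OHC-like cells (-0.77). The opposite directions drew attention to it, and the difference between the classes was not tested. The values argue against free RNA of OHC-like cells spread evenly over all droplets, since cells other than hair cells held only 24.0 CPM of *Ocm* at P28 against 738 CPM in IHC-like cells. Among these other cells, the larger SGN-like cluster held 315 and 185 CPM in the P28 libraries and the smaller one 21.6 and 17.9 CPM. A spread that differs between classes is thus not excluded. RNA of OHC-like cells in a few of the IHC-like cells stays open. At P28, 9 IHC-like cells held 106 of the 113 *Ocm* UMIs. These cells held 31 UMIs [21.1 to 44.0] of *Slc26a5*, *Lbh*, *Strip2*, *Sh3gl3*, *Chrna10* and *Strc*, 75.6% of the 41.03 UMIs that their *Ocm* would bring, where the level of the other IHC-like cells would give 3.35. Gene by gene, *Chrna10* had 9 UMIs [4.12 to 17.1] against 4.19 expected and *Strc* 5 [1.62 to 11.7] against 2.86. *Strip2* had 6 [2.20 to 13.1] against 7.01 and *Sh3gl3* 3 [0.619 to 8.77] against 4.45. *Lbh* had 8 [3.45 to 15.8] against 19.1 and *Slc26a5* 0 (up to 3.69) against 3.45. Only the interval of *Lbh* left out the expected count, and most intervals were wide. The rise in IHC-like cells may be due in part to mixed droplets, but these genes do not settle it. Without the cells of highest doublet scores the ratio was -0.39. A change with age in IHC-like cells stays open, untested.

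*Pcp4* fell in both P28 libraries in IHC-like cells (-0.94) and rose in both in OHC-like cells (0.22), again noted for the opposite directions, and the difference was not tested. The values argue against free RNA of OHC-like cells at P14, which would bring *Ocm* along: *Ocm* in IHC-like cells was 0.533% of its OHC-like level where *Pcp4* was 99.6%. They also argue against a shift caused by a few abundant genes, since without *Malat1*, mitochondrial, ribosomal protein and haemoglobin genes the log2 ratios still differed by 1.15. A change with age may be the reason, as a hypothesis found and examined on the same 3 libraries, and the difference in sex composition between the ages stays open.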

How the results depend on the processing

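Chosen only after the results were seen were the fits without the cells of highest doublet scores, the fits without nucleus-like clusters, the fit of SGN-like cells with hair cells left out of the other cells and the distance over genes at 500 CPM or more. A planned exclusion of doublets by Scrublet's own threshold was not run, because that threshold called 1 barcode at P14 and 0 in each P28 library. Instead the cells of highest score were left out at 0.8% per 1000 barcodes, which removed 28 cells at P14 and 461 and 930 at P28.

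The number of cells followed the limits. With 30% mitochondrial UMIs allowed, 1744 P14 cells and 8793 and 13427 P28 cells passed, and 1573 P14 cells passed with 6000 genes allowed. At P14, 73 IHC-like and 246 OHC-like cells were found with the 30% limit, 267 OHC-like cells with 6000 genes, and 151 OHC-like cells without nucleus-like clusters. At P28 the 30% limit gave 112 IHC-like, 894 OHC-like and 419 SGN-like cells, and 6000 genes gave 172, 626 and 423. Without the highest doublet scores, 423 OHC-like and 117 SGN-like cells were left.

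OHC-like cells had 4024 more genes detected than IHC-like cells at P28. The difference was 1831 with 6000 genes allowed. With equal cells thinned to 1000 UMIs it was -697.11, OHC-like cells then having 7507.89 genes on average.

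For OHC-like against IHC-like cells, 475 genes were higher and 445 lower. Requiring 10 UMIs in every sum gave 130 and 167, allowing 6000 genes gave 1671 and 1506, and dropping the filter on low counts gave 778 higher. DESeq2 gave 214 higher, and 38.5% of its calls were higher against 51.6% with edgeR. Leaving out 1 library gave from 226 to 324 higher and from 256 to 360 lower genes, with the lowest counts without P28 replicate 2 (226 higher) and without P28 replicate 1 (256 lower). Without the replicate block 299 genes were higher, all of them among the 475.

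For OHC-like against all other cells, with 3056 genes higher and 3780 lower, requiring 10 UMIs gave 2000 and 1973. Leaving out 1 library gave from 1585 (without P28 replicate 1) to 3648 higher. For IHC-like against all other cells, with 729 and 1449, requiring 10 UMIs gave 264 and 228 and allowing 6000 genes gave 1734 and 3233. DESeq2 gave 773 lower and 20 principal components 962 lower. Leaving out 1 library gave from 421 (without P28 replicate 2) to 621 higher and from 699 to 1036 lower. For SGN-like cells, with 2267 and 2661, requiring 10 UMIs gave 1131 and 1113 and allowing 6000 genes gave 4181 and 5480.

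The excess of the IHC-like over the OHC-like distance ratio (0.0175) changed sign in 6 fits. It was -0.0317 with 1 minus Pearson correlation, -0.0184 with only genes above all other cells in every library, -0.00303 with cells thinned to 500 UMIs, -0.00608 with the 30% limit, -0.0207 without the highest doublet scores and -0.00028 with all genes allowed as variable genes. It was 0.0317 over genes at 500 CPM or more, 0.0589 with 6000 genes and 0.00819 with 20 principal components. In the same settings, the IHC-like ratio of 1.07 was 1.04 with 1 minus Pearson correlation, 1.04 with only genes above all other cells, 1.05 at 500 UMIs, 1.53 at 500 CPM or more, 1.10 with the 30% limit, 1.16 with 6000 genes, 1.04 (1.035) without the highest doublet scores, 1.05 with all genes as variable genes, 1.06 with 20 principal components and 1.09 with a pseudocount of 50 CPM. The OHC-like ratio of 1.05 was 1.07 with 1 minus Pearson correlation, 1.07 (1.071) with a pseudocount of 50 CPM, 1.50 at 500 CPM or more, 1.11 with the 30% limit and 1.10 with 6000 genes. The gap in neighbours of the other age fell from 5.02 to 0.767 points at 500 UMIs. Cells with neuronal markers at P14 fell from 16 to 3 when 3 markers were asked for.

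Between the ages, the log2 ratio of *Otof* in IHC-like cells was -0.087 with 20 principal components, and that of *Ocm* was -0.39 without the highest doublet scores. Of the named genes in IHC-like cells, 5 lay below both P28 libraries at P14, but 0 when cells were thinned to 1000 UMIs and 2 with 20 principal components. The number above was 4, and 10 with 6000 genes allowed. In OHC-like cells 9 lay below and 8 above after thinning, against 14 each.

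*Pcp4* in OHC-like against IHC-like cells (log2 fold change 0.96) was 0.88 without the replicate block and 0.93 with 20 principal components, and from 0.75 to 1.35 with 1 library left out. It was no longer called in the first 2 of these fits or without either P28 library. *Miat* (1.16) was 1.15 without the replicate block, 1.15 (1.149) with DESeq2 and 0.96 with 20 principal components, and from 0.82 to 1.40 with 1 library left out, none of them called. *Miat* in IHC-like against all other cells (1.24) was no longer called without the replicate block (1.21), with DESeq2 (1.22), with no filter on low counts (1.16), with the 30% limit (0.87), with 6000 genes (0.10) and without the highest doublet scores (1.24). With 1 library left out it ranged from 0.84 to 1.78, and it was not called without P28 replicate 1 (0.93) or 2 (0.84). The highest value over the other alternatives was 2.80. The block changed no other call on *Miat* or *Pcp4*. *Pcp4* in OHC-like cells stood 7.67 (log2) above cells other than hair cells by CPM and 3.92 by the share of thinned cells with a UMI.

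Among the other named genes the sign changed in 73 of 2908 fits, and in 26 of them the gene was called in that fit or in the main one. These were the following. With the other hair cell class left out of the other cells, IHC-like cells gave 3.28 for *Ocm*, 0.092 for *Lbh*, 1.87 for *Gm45716*, 3.20 for *Strip2*, 1.96 for *Mmd* and 1.31 for *Dnm3*, all negative before. With 20 principal components *Gm45716* was 0.045, and with 6000 genes *Gjb6* was 0.10. For OHC-like against all other cells, *Ighm* was -1.08 without P14, *Sfn* ranged from -2.93 (without P14) to 1.26 with 1 library left out, *Dnm1* was -0.078 with 6000 genes and *Ripor3* 1.06 with 20 principal components. *Acbd7* in OHC-like against IHC-like cells was 0.62 with 6000 genes. With hair cells left out of the other cells, SGN-like cells gave 1.47 for *Acbd7*, 2.79 for *Cd164l2*, 2.24 for *Cib2*, 3.29 for *Ocm*, 1.04 for *Lbh*, 1.09 for *Gm45716*, 3.55 for *Strip2*, 2.90 for *Slc26a5*, 0.52 for *Espn*, 4.02 for *Cdh23*, 0.31 for *Tmc1*, 2.34 for *Zfp365* and 3.70 for *Kcna10*, all negative before. Of the other fits 85 lost and 75 gained a call, and 2722 did neither. Of 1176 ratios between the ages, 307 moved by more than the spread of the P28 libraries. The sign changed in 67, of which only 2 were of a gene whose P14 level lay outside both P28 libraries, those of *Otof* and *Ocm* above. Of the ratios of the 10 hair cell genes reported to cells other than hair cells, 6 moved and 4 did not when taken as shares of thinned cells with a UMI, and none changed sign.

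The following held in every alternative run for them: the calls of *Pcp4* and *Miat* above all other cells in OHC-like cells (log2 fold changes from 5.54 to 7.51 and from 3.29 to 5.03), of *Pcp4* in IHC-like cells (1.53 to 6.37), and of *Miat* in SGN-like cells (2.77 to 8.28). *Pcp4* in SGN-like cells, at -2.30 against all other cells, was 2.03 with hair cells left out of these and from -3.55 to -1.97 in the fits that kept them.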

Differences from the paper's values

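No number that the paper states in its text differed from the value computed here by more than 1.5 times. The paper's own numbers of OHCs and SGNs at P28 differ between its sentences and between its text and a figure: 564 OHCs in one sentence and 494 in another, and 183 SGNs in the text against about 230 in Fig. 2C, read by eye. The values here were 494 OHC-like and 228 SGN-like cells.

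The paper gives OHCs as having more genes detected than IHCs, in the bulk data as well as in its own. With equal numbers of cells and UMIs at P28 the difference here was -697.11 genes, that is, more genes in IHC-like cells. With all cells and UMIs the order was the paper's, by 4024 genes.

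The paper gives *Rprm* as high in IHCs at every age. It had no UMI in IHC-like cells at P14 and 5 and 1 UMIs at P28 (37.5 ± 31.5 CPM), in fewer than 10% of the cells at either age.

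Of the 4 IHC genes that the paper gives as decreasing, *Pvalb*, *Cib2* and *Acbd7* were lower at P28 in both libraries, with log2 ratios of -2.19, -0.80 and -0.63. The tally goes with the paper except for *Cd164l2*, which had a log2 ratio of 0.15 and lay higher in both P28 libraries. With 6000 genes allowed per cell *Cd164l2* fell too, with a log2 ratio of -0.22, and with 20 principal components with one of -0.07.

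The paper gives 5 genes as rising along a trajectory that begins at P7, an age not analysed here. Its discussion ties *Otof* to IHCs and *Ikzf2*, *Dnm3* and *Lbh* to OHCs. Of the 5 genes, *Lbh* rose in OHC-like cells from P14 to P28, as did *Slc17a8* and *Otof* from low levels. *Ikzf2* fell there, with a log2 ratio of -0.52, which stayed negative in every alternative run, and *Dnm3* changed by -0.05. *Dnm3* rose with 6000 genes allowed (0.13) and with CPM without mitochondrial, ribosomal protein and haemoglobin genes (0.077). It also rose without the highest doublet scores (0.038) and without nucleus-like clusters (0.018), 2 alternatives chosen after seeing the values. In IHC-like cells *Ikzf2* and *Dnm3* had 4 UMIs each at P14, too few for a direction, and *Otof* rose, with a log2 ratio of 0.61 (-0.087 with 20 principal components). *Slc17a8* had a log2 ratio of 0.90 in IHC-like cells (-0.36 with 20 principal components), but P14 did not lie outside both P28 libraries.

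The paper gives IHCs as overlapping more between P14 and P28 than OHCs. By the distance between sums the order was the opposite, with the IHC-like ratio above the OHC-like one by 0.0175. The share of neighbours gave the paper's order, by 5.02 points. Of the alternatives set before the data were examined, 1 minus Pearson correlation, only genes above all other cells in every library, thinning to 500 UMIs, the limit of 30% mitochondrial UMIs and all genes allowed as variable genes gave the paper's order by the distance too. So did leaving out the highest doublet scores, an alternative chosen after seeing the values.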

Other observations

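Chosen only after the results were seen were the tests of the number of genes detected, of the *Malat1*-rich OHC-like cells, of *Ighm* and of *Otof* in OHC-like cells. The paper does not report the patterns of this part, apart from the numbers of genes and the direction of *Ighm* and *Otof*.

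The larger number of genes in OHC-like than in IHC-like cells at P28 went with more cells and more UMIs per cell. At equal cells and UMIs the difference was -697.11 genes. Depth may thus account for the whole of the larger number. Whether IHCs truly express more genes stays open, since the cells were also selected by a limit on genes.

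Among the hair cell and SGN-like classes, that limit weighed most on IHC-like cells as a share of the class at P28. The classes held 172 IHC-like, 626 OHC-like and 423 SGN-like cells with 6000 genes allowed. By number of cells over the limit, OHC-like cells led in replicate 1 and SGN-like cells in replicate 2. With 6000 genes allowed, 60 and 54 IHC-like cells in the P28 libraries had more than 3000 genes, against 38 and 20 with fewer, while 79 and 48 OHC-like cells and 35 and 158 SGN-like cells exceeded it. Doublets might explain the deep cells and would dilute IHC transcripts. The median ratio of *Calb2*, *Ripor3*, *Atp2a3*, *Rps6ka2* and *Dnajc5b* in the deep cells to that in the others was 0.819, and the ratios of the 5 genes ran from 0.584 to 1.11. They go from a clear dilution to none, so doublets and single deep cells cannot be told apart here.

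*Ighm* was found in 137 OHC-like cells at P14, at 1979 CPM against 2182 CPM in B cell-like cells. Free RNA of B cells could bring it, but would bring their other transcripts too. *Cd79a*, *Cd79b*, *Ms4a1* and *Ighd*, which the naming list gives as B cell markers, were at 0 UMIs in OHC-like cells, 0% of those that *Ighm* would bring. B cell-like cells had 2788, 2022, 724 and 143 CPM of these genes and 4153 CPM of *Igkc*, which had 1 UMI in OHC-like cells. IHC-like cells had no *Ighm* UMI where 138 would be expected at the OHC-like level. The values argue against B cell RNA. What the UMIs at this locus stand for in OHC-like cells was not tested further, and an effect of age or sex composition stays open.

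*Otof* rose in OHC-like cells from 33.2 CPM at P14 to 414 CPM at P28. Free RNA from IHC-like cells could raise it everywhere, but cells other than hair cells held 18.3 CPM at P28. The share of OHC-like cells with a UMI went from 9.29% to 75.1% and 60.1%, at median depths of 4463, 4972 and 3565 UMIs, against 0.855%, 2.81% and 4.74% of the cells other than hair cells. The level in all OHC-like cells thus argues against free RNA. Sex composition differed too, but Y-linked genes at P14 stood at 39.4% of their P28 mean. If sex alone set *Otof*, a similar share of its P28 level should remain at P14. The P14 level of 33.2 CPM (upper limit 48.2) argues against sex composition alone, if OHC-like cells held the same mix of sexes as the library. A change with age remains a hypothesis, with 1 library at P14.

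*Malat1* in OHC-like cells was 63941 CPM at P14 and 13041 ± 1609 CPM at P28, 4.90 times the P28 mean. A difference between libraries that all cells share could explain a part, since the cells other than hair cells also had 1.99 times as much at P14. It falls short of the whole difference.

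A cluster of 32 OHC-like cells at P14 was led by *Gm42702* and *Miat*. Droplets with little cytoplasmic RNA are a candidate explanation: ribosomal protein genes took 1.60% of its UMIs against 5.20% in the larger OHC-like cluster. Its mitochondrial share was not lower (9.11% against 8.48%), so nuclei and damaged cells cannot be told apart. Part of the *Miat* signal may come from such droplets, though *Miat* stood at 160 CPM in the larger cluster.

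In the comparisons of 3 sums against 3, 1 of the 10 splits of the 6 sums, the real one, gave as many genes as were called for OHC-like against IHC-like cells (920), and the same held for OHC-like against all other cells (6836; 1 of 10) and IHC-like against all other cells (2178; 1 of 10). Only 4 of the 10 splits part every pair of sums from the same library. The other 9 splits called 0 genes in each comparison, and on simulated data edgeR made 0, 11 and 3 false calls. In those splits the difference between the classes itself adds to the spread within a group, which favours 0 calls. With 10 splits the share cannot go below 0.1, so the splits by themselves leave this open.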
